# Detection of Expressional Changes Induced by Intrauterine Growth Restriction in the Developing Rat Mammary Gland via Exploratory Pathways Analysis

**DOI:** 10.1371/journal.pone.0100504

**Published:** 2014-06-23

**Authors:** Lea Beinder, Nina Faehrmann, Rainer Wachtveitl, Ilona Winterfeld, Andrea Hartner, Carlos Menendez-Castro, Manfred Rauh, Matthias Ruebner, Hanna Huebner, Stephanie C. Noegel, Helmuth G. Doerr, Wolfgang Rascher, Fabian B. Fahlbusch

## Abstract

**Background:**

Intrauterine growth restriction (IUGR) is thought to lead to fetal programming that in turn contributes to developmental changes of many organs postnatally. There is evidence that IUGR is a risk factor for the development of metabolic and cardiovascular disease later in life. A higher incidence of breast cancer was also observed after IUGR. This could be due to changes in mammary gland developmental pathways. We sought to characterise IUGR-induced alterations of the complex pathways of mammary development at the level of the transcriptome in a rat model of IUGR, using pathways analysis bioinformatics.

**Methodology/Principal Findings:**

We analysed the mammary glands of Wistar rats with IUGR induced by maternal low protein (LP) diet at the beginning (d21) and the end (d28) of pubertal ductal morphogenesis. Mammary glands of the LP group were smaller in size at d28, however did not show morphologic changes. We identified multiple differentially expressed genes in the mammary gland using Agilent SurePrint arrays at d21 and d28. In silico analysis was carried out using Ingenuity Pathways Analysis. In mammary gland tissue of LP rats at d21 of life a prominent upregulation of WT1 and CDKN1A (p21) expression was observed. Differentially regulated genes were associated with the extracellular regulated kinase (ERK)-1/-2 pathway. Western Blot analysis showed reduced levels of phosphorylated ERK-1/-2 in the mammary glands of the LP group at d21. To identify possible changes in circulating steroid levels, serum LC-Tandem mass-spectrometry was performed. LP rats showed higher serum progesterone levels and an increased corticosterone/dehydrocorticosterone-ratio at d28.

**Conclusions/Significance:**

Our data obtained from gene array analysis support the hypothesis that IUGR influences pubertal development of the rat mammary gland. We identified prominent differential regulation of genes and pathways for factors regulating cell cycle and growth. Moreover, we detected new pathways which appear to be programmed by IUGR.

## Introduction

Epidemiological studies showed that intrauterine growth restriction (IUGR) is a risk factor for the development of adult disease: An increased incidence of cardiovascular disease [1], insulin resistance, type-2 diabetes [2] and obesity [3] was detected in individuals after IUGR.

In humans, epidemiological data indicate a relation between birth weight and breast cancer risk [4]–[6]. Interestingly, studies of individuals who were in utero during the Dutch Hunger Winter suggest a 5-fold increase in breast cancer incidence following malnutrition during early gestation [7]. Maternal low protein diet (LP) is a frequently used animal model for the induction of intrauterine growth restriction. Using this model we [8] and others [9], [10] were able to identify a series of changes in several organs such as liver, pancreas, kidney and adipose tissue [reviewed in [11]]. Fernandez-Twinn et al. [12] showed that female offspring which were kept on a low protein diet until puberty, have a significantly increased incidence of early-onset mammary adenocarcinomas following nitrosomethylurea (NMU) treatment. This finding supports the notion that fetal and possibly early postnatal environment plays an important role for the developmental initiation of mechanisms underlying the programming of adult disease [13], [14]. Interestingly, the birth weight of individuals with the highest associated risk of breast cancer in the Dutch hunger study was not significantly altered [7], which might underscore the role of early-nutrition during a critical window of organ plasticity (rather than birth weight itself) as a possible mechanism of breast cancer carcinogenesis following intrauterine malnutrition. Furthermore, postnatal high caloric food intake could act as an independent, yet additive risk factor: Sloboda et al. [15], who studied the influence of a mismatched pre- and postnatal nutritional environment on pubertal development in the rat, revealed that the intrauterine environment contributes the most to changes in postnatal development. Nevertheless, postnatal overnutrition showed a moderate accelerating effect on puberty in IUGR offspring, although to a lesser degree than the intrauterine nutritional history. It is known, that breast stem cells form the mammary gland anlage in utero and remain undifferentiated until puberty, where nutritional effects are becoming evident for the first time [16]. Further investigations by Fernandez-Twinn et al. [17] however revealed that the in utero (LP diet) and postnatal environments (high calorie intake after puberty) act independently and additively to contribute to the increased breast cancer risk following intrauterine LP diet.

We sought to uncover possible molecular pathways that could give us insight into the intrauterine changes associated with this phenomenon. As ductal mammary morphogenesis is a period of fast tissue development, intrauterine alterations of molecular pathways may lay the ground for future disease of the mammary gland. We hypothesized that intrauterine malnutrition leads to reprogramming of molecular pathways in the mammary gland that can be traced during pubertal organ development. In the rat, the development of the mammary gland is known to closely resemble human pubertal mammary development due to its ducto-alveolar ultra-structure [18]–[20]. Therefore, our study was performed in a rat model of maternal LP diet. Taking into account the complex nature of mammary development [21], we chose gene expression microarray technique for the analysis of IUGR-induced changes to identify potential tissue responses in several signalling pathways at once. We acquired data from mammary tissue at the beginning (day 21) and the end (day 28) of ductal mammary morphogenesis, following maternal LP diet. Subsequently, gene expression results were linked to underlying biological processes using in silico functional pathway analysis (Ingenuity Pathways Analysis (IPA), Ingenuity Systems, www.ingenuity.com). The presented data show that intrauterine protein restriction leads to transcriptional changes in the developing mammary gland as early as day 21.

## Methods

### Animals and Surgical Procedures

All animal procedures were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals. After evaluation by the local government's review board for animal research ethics, experiments were approved by the local government authority (Regierung von Mittelfranken, approval number AZ # 54-2532.1-31/09). Surgery was performed under isoflurane anesthesia. All efforts were made to minimize suffering. Following veterinarian judgment, buprenorphine hydrochloride was injected when pain or discomfort was imminent. Our animal model was previously described in detail [8], [22]. Virgin female Wistar rats were obtained from Charles River Laboratories International, Inc. (Sulzfeld, Germany) and housed at the University's animal facility. They were maintained at 22°C on a 12h light-dark circle. Before mating, the animals had free access to standard chow and tap water. Weighing 240–260 g, they were mated and the beginning of gestation was determined via assessment of vaginal plug expellation. The pregnant dams were then randomized into two dietary groups, normal and low protein (casein) (NP and LP respectively). Throughout pregnancy animals were fed a semi-purified diet, as previously described [22]: NP rats (n = 8) received 25 g/d of Altromin C1000 containing 17.0% protein, while LP animals (n = 8) were fed 25 g/d of Altromin C1003 containing 8.8% protein. Diets were isocaloric. Contents of minerals, especially sodium (0.02%), vitamins, fat (NP, 5%; LP, 6.1%), disaccharides (11%), starch (NP, 47%; LP, 48%), methionine (NP, 10 mg/kg; LP, 8.7 g/kg), folate (10 mg/kg), and the ratio of other amino acids were similar. Rats delivered spontaneously and the litters were immediately reduced to six female pups per dam to guarantee equal lactation conditions. Postnatally, the two groups kept their label in relation to the intrauterine diets of their mothers (NP, LP). During lactation (day 1 – day 21), rat mothers were fed standard chow (17% protein content) and tap water ad libitum. The offspring was nursed by their mothers until weaned at day 21 to standard chow. At day 21 and day 28 three dams per litter were sacrificed under isofluran (Abbott 100% (V/V)) anesthesia. The lumbar mammary glands (4th and 5th pair) were collected as described by Ruan et al [23]. After removal, mammary glands were first cleared of visible lymph nodes before snap-freezing in liquid nitrogen. Samples were stored at −80°C until further processing. Gender verification was carried out via SRY gene PCR as previously described [24] and verified via ovarectomy at the day of sacrifice.

### Gene array Analysis

RNA extraction and gene array preparation were commercially outsourced to MACS molecular service at Miltenyi Biotec GmbH (Bergisch Gladbach, Germany). Mammary gland samples (n = 3 per timepoint) were shipped on dry ice. Total RNA was extracted using a standard guanidine–thiocyanate acid phenol protocol (TRIzol; Sigma-Aldrich, Taufkirchen, Germany). RNA quality and integrity were determined using the Agilent RNA 6000 Nano Kit on the Agilent 2100 Bioanalyzer (Agilent Technologies, Böblingen, Germany). RNA was quantified by measuring A260 nm on the ND-1000 Spectrophotometer (NanoDrop Technologies, Peqlab Biotechnologie GmbH, Erlangen, Germany).

Sample labeling was performed as detailed in the “One-Color Microarray-Based Gene Expression Analysis protocol (version 6.5, part number G4140-90040). Briefly, 100 ng of each total RNA samples was used for the amplification and labeling step using the Agilent Low Input Quick Amp Labeling Kit (Agilent Technologies). Yields of cRNA and the dye-incorporation rate were measured with the ND-1000 Spectrophotometer (NanoDrop Technologies). The hybridization procedure was performed according to the “One-Color Microarray-Based Gene Expression Analysis protocol (version 6.5, part number G4140-90040) using the Agilent Gene Expression Hybridization Kit (Agilent Technologies). Briefly, 0.6 µg Cy3-labeled fragmented cRNA in hybridization buffer was hybridized overnight (17 h, 65 °C) to Agilent Whole Rat Genome Oligo Microarrays 8×60 K using Agilent's recommended hybridization chamber and oven. Following hybridization, the microarrays were washed once with the Agilent Gene Expression Wash Buffer 1 for 1 min at room temperature followed by a second wash with preheated Agilent Gene Expression Wash Buffer 2 (37 °C) for 1 min. The last washing step was performed with acetonitrile.

Fluorescence signals of the hybridized Agilent Microarrays were detected using Agilent's Microarray Scanner System (Agilent Technologies). The Agilent Feature Extraction Software (FES) 10.7.3.1 was used to read out and process the microarray image files. For determination of differential gene expression FES derived output data files were further analyzed using the Rosetta Resolver gene expression data analysis system [25] (Rosetta Inpharmatics LLC., Cambridge, MA, USA). The microarray data have been deposited in NCBI's Gene Expression Omnibus [26] and are accessible through GEO Series accession number GSE34136 [27].

### IPA Functional Pathway Analysis

For further pathway analysis of biological and molecular networks underlying mammary gland remodelling after IUGR we used the web-based Ingenuity Pathways Analysis tool (IPA, Ingenuity Systems, Redwood City, CA, USA, www.ingenuity.com). The possibilities and limitations of this tool were recently described in detail by Wognum et al [28] and others [29]–[31]. Using IPA we were able to compare our Agilent microarray data with the current Ingenuity Pathways Knowledge Base (IPKB) (as of 05/13/2013). Based on our list of significantly altered genes at day 21 and day 28 (NP vs. LP), IPA computed sets for the comparative analysis of generic networks (i.e. early onset mammary adenocarcinoma, mammary gland development, steroid dependence, insulin resistance and reactive oxygen species). No fold-change cut-off was applied to the Rosetta normalized output data (p<0.05).

Human, mouse and rat orthologs of each gene were included. Comparative network analysis was carried out using the web-based software BioVenn by Hulsen et al. [32]. BioVenn uses area-proportional Venn diagrams to visualize the overlap between different lists of genes exported from IPA. For specific analysis of networks only rat orthologs were considered eligible. Stringent IPA software filtering was applied (i.e. both molecules and relationships fitted the criteria “rat”), with cut-off settings of 2.0-fold (up and down) and p<0.05. For both types of analysis only database content at the level “experimentally observed knowledge” was rendered eligible.

### Western blotting

Tissue of LP and NP rat mammary glands (n = 7 for each, litters from different mothers) was homogenized in 500 µl buffer per sample, consisting of 50 mM Hepes pH 7.4, 1% Triton X-100, 150 mM NaCl, 1 mM EDTA, 10% Glycerol, 20 µl/ml proteinase inhibitor (1 tablet Complete proteinase inhibitor dissolved in 2 ml H2O, Santa Cruz Biotechnology Inc., Heidelberg, Germany) and 2 mM sodium vanadate. Protein concentration was determined by a protein detection kit (Pierce, Rockford, IL, USA). Protein samples containing 25 µg of total protein were denatured by boiling at 95°C for 10 min and separated on a 10% denaturing SDS-PAGE gel. Electro-blotting was performed using the semidry method onto PVDF membranes (Bio-Rad Laboratories, Hercules, USA), which were then blocked with Rotiblock (Roth, Karlsruhe, Germany) for 100 min and incubated overnight at 4°C with a polyclonal rabbit anti-rat antibody to p42/44 (Cell Signaling, Danvers, MA, USA) at a concentration of 1∶1000, respectively with a monoclonal IgG rabbit anti-rat antibody to phospho p42/44 (Cell Signaling) in the concentration 1∶1000, followed by incubation for 70 min at room temperature with a secondary donkey anti-rabbit antibody (GE Healthcare, Solingen, Germany) in the concentration 1∶10000. Secondary antibodies were visualized using the fluorescent ECL+ system according to the manufacturer's instructions (GE Healthcare) and quantified with a luminescent imager (LAS-1000, Fujifilm, Berlin, Germany) and Aida image analysis software (Raytest, Berlin, Germany). Loading of the blot was quantified by staining with Amido Black [33].

### Isolation of mRNA and Real-time PCR

The frozen tissue was homogenized and total RNA was extracted using the RNeasy Midi Kit (Qiagen) with subsequent purification by additional DNase treatment using the RNeasy Mini Kit (Qiagen) both according to the manufacturer's instructions. RNA concentration was determined by NanoDrop spectrophotometry (Peqlab) and adjusted to 100 ng/ µl. First-strand cDNA was synthesized with the QuantiTect Reverse Transcription Kit (Qiagen) using random hexamers as primers. Reactions without Quantiscript Reverse Transcriptase were used as negative controls for genomic DNA contamination. Quantitative real-time PCR was performed with SYBR Green or TaqMan reagents (both Applied Biosystems, Darmstadt, Germany) using the Sequence Detector StepOnePlus (Applied Biosystems). Primers and probes are listed in Table 1. Samples were run in triplicates and mRNA levels were normalized to the housekeeping genes 18S rRNA and cytokeratin (CK)-14.

**Table 1:** Primers and probes.

Name		Sequence
r18S	forward	5′-TTGATTAAGTCCTGCCCTTTGT-3′
	reverse	5′-CGATCCGAGGGCCTCACTA-3′
CDKN1a (p21)	forward	5′-ACCAGCCACAGGCACCAT-3′
	reverse	5′-CGGCATACTTTGCTCCTGTGT-3′
WT-1	forward	5′-AGGACTGCGAGAGAAGGTTTTCT-3′
	reverse	5′-TGGAATGGTTTCACACCTGTGT-3′
CK-14	taq	5′-AGACAGAGGAGCTGAACCGCGAGGT-3′
	forward	5′-TGCCGAAGATTGGTTCTTCAC-3′
	reverse	5′-GCACCAGTTCGCTGTTGGT-3′

### Mammary gland whole mount analysis

Mammary gland whole mount analysis was carried out as described by Kleinberg et al. [23]. All chemicals came from Merck (Darmstadt, Germany), unless otherwise stated. After harvesting, tissues were fixed in ice-cold 4% paraformaldehyde for 2 h. Mammary glands were stored in 70% ethanol until further analysis. In short, following 3 washes with aceton for 30 min, mammary glands were rehydrated in 100% and 95% ethanol (30 min each). The glands were stained for 1 h with filtered hematoxylin, followed by thorough rinsing with tap water. Background staining was minimized by incubation (3×35 min) in a solution of 150 ml 100% ethanol, 150 ml aqua dest. and 7.5 ml HCl 1N (Sigma-Aldrich Chemie GmbH, Munich, Germany). Subsequently tissues were dehydrated in 70%, 95% and 100% ethanol (2×30 min for each step), followed by an incubation in Xylol (Roth, Karlsruhe, Germany) overnight. For long term storage mammary gland whole mounts were placed in methylsalicylate. Digital images of squash preparations were taken by a transmitted-light microscope stand mounted with a NIKON D200 camera (Nikon GmbH, Düsseldorf, Germany) at a distance of 60 cm all in one day. Picture analysis was performed using MetaVue software (MetaVue, Universal Imaging Corp., Downingtown, PA, USA) and ImageJ [34]. Pixel size was 11.125 µmx11.125 µm and pixel area was 123.766 µm^2^.

### WT1 Immunohistochemistry

After 4 h fixation in methyl-carnoy solution (60% methanol, 30% chloroform, 10% acid ethanol) at 4°C, tissues were dehydrated by increasing concentrations of methanol, followed by 100% isopropanol. After embedding in paraffin, 2 µm sections were cut with a Cool-Cut HM 335 E microtome (Microm international, Walldorf, Germany) and mounted on superfrost slides (Menzel, Braunschweig, Germany). Washing of the tissue sections between the different steps was performed in TBS/T. After deparaffinization, endogenous peroxidase activity was blocked with 3% H_2_O_2_ in methanol for 20 min followed by 30 min in 1% BSA/TBS both at room temperature. Sections were then layered with the primary WT1 antibody (dilution in TBS 1∶250; Thermo Scientific, Fremont, USA) and were incubated at 4°C overnight. After addition of the secondary antibody (dilution 1∶500; biotin-conjugated, goat anti-rabbit immunoglobulin G; Vector Laboratory, Burlingame, CA, USA), the sections were incubated with avidin-biotinylated horseradish peroxidase complex (Vector Laboratories, supplied by Biozol Diagnostica GmbH, Eching, Germany). Vectastain DAB (diaminobenzidine tetrahydro-chloride) kit (Vector Laboratories) served as chromogen. Each slide was counterstained with hematoxylin. Cells with positive immunoreactivity for WT1 stained brown, while WT1 negative cells showed a blue hematoxylin counterstain. We analysed the amount of WT1 positive epithelial cells per ductal area (luminal cells), after subtraction of the lumen. The surrounding myoepithelium was not included in the analysis. Graphical processing and analysis was performed using ImageJ software [34].

### Determination of Mammary Gland Proliferation

Detection of proliferating epithelial cells was carried out by immunohistochemistry as described elsewhere [35] via proliferating cell nuclear antigen kit (PCNA kit, DAKO, Hamburg, Germany). In short, tissues were prepared as described above, but cut into 3 µm sections. After deparaffinization, endogenous peroxidase activity was blocked with 3% H_2_O_2_ in methanol for 20 min followed by 30 min 100% fetal calf serum (FCS) both at room temperature. Washes between steps were carried out with TBS. Sections were then layered with a mouse monoclonal antibody against proliferating cell nuclear antigen (PCNA, dilution in 1%TBS/Albumin 1∶50; DAKO, Hamburg, Germany) and were incubated at 4°C overnight. After 3 washes, the secondary antibody (dilution in 1%TBS/Albumin 1∶500; biotinylated anti-mouse IgG, Linaris Biologische Produkte GmbH, Dossenheim, Germany) was added for 30 min at room temperature. After 3 washes, peroxidase-coupled avidin D was added, as suggested by the manufacturer (30 min, room temperature). After 3 washes, DAB-staining was performed for 8 min. PCNA positive cell nuclei stained brown. Slides were washed with aqua dest. for 5 min and counterstained with hematoxylin for 15 sec. After alcoholic dehydration, followed by 5 min incubation in Xylol, sections were covered in Entellan (Merck). Stained sections were evaluated in a Leitz Aristoplan microscope (Leica Instruments, Wetzlar, Germany). Epithelial cells within a terminal end bud (TEB) were analyzed using ImageJ software [34]. TEBs were defined by a minimum of 3 layers of epithelial cells as seen in longitudinal sections (see Figure S1). Surrounding myofibroblasts cap cells were not included in the analysis. The number of PCNA-positive cells/TEB area in µm^2^ (pixel size was 0.243 µmx0.243 µm, which was equal to a pixel area of 0.059 µm^2^) was determined. Mammary glands of 2 animals per litter at the respective time points were examined.

### Liquid Chromatography Tandem Mass Spectrometry (LC-Tandem MS)

Steroid profiling was performed by LC-Tandem MS, as previously described [36], [37]. A detailed description of the LC-Tandem MS method can be found in Method S1.

### Statistical analysis

Statistical differences were analyzed by the non-parametric Mann-Whitney U Test using GraphPad Prism 4.0 (GraphPad Software, San Diego, CA, USA). Data are means ± standard error of the mean (SEM) and p<0.05 was considered significant.

## Results

### Auxologic data of animals

We continuously monitored auxologic parameters of female LP and NP animals (Figure 1). There was no significant difference in litter size or gender distribution (data not shown). Both groups showed body growth in the course of development (p<0.0001 for day 1, day 21 and day 28). At birth the LP group was significantly growth restricted (p<0.0001, Figure 1), compared to the NP group. LP rats showed a catch-up in body length from day 21 (p = 0.001, Figure 1 B) until day 28, where body lengths of NP and LP animals did not differ any more. In contrast, body weight and tail length of LP rats remained significantly reduced at day 21 (both p<0.0001) and at day 28 (p<0.002 and p<0.03, respectively) (Figure 1 A and C).

**Figure 1:**
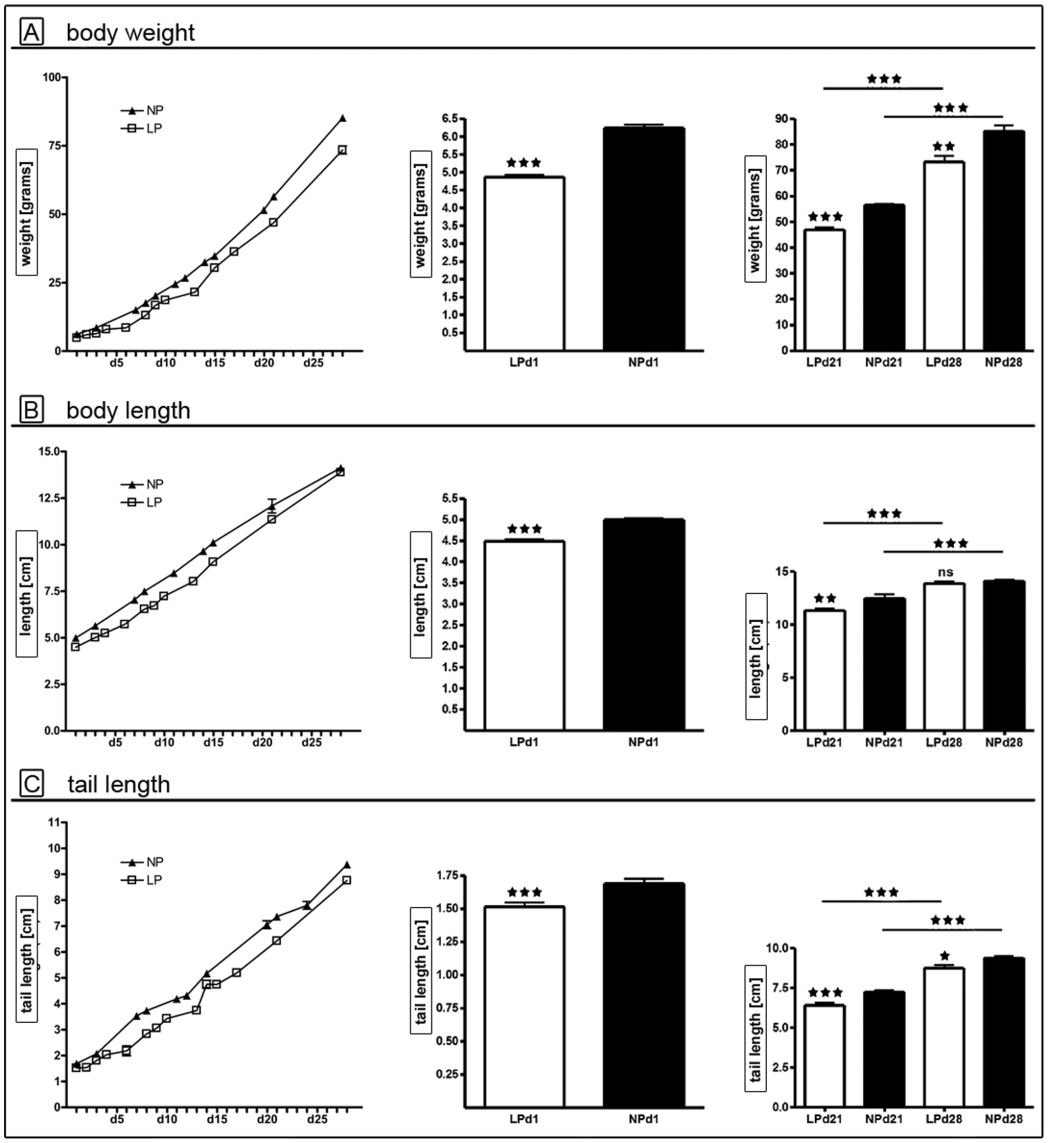
Auxologic data. Body weight (A), body length (B) and tail length (C) of the LP (white bars/squares) and NP (black bars/triangles) group during postnatal development (left), at day 1 (middle) and day 21 vs. day 28 (right). At d1 - d21 weight data was recorded from n = 40 LP and n = 47 NP animals, at d21-d28 from n = 20 LP and n = 24 NP rats. Length and tail length measurements came from n = 20 LP and n = 26 NP pups at d1 – d21, and from n = 20 LP and n = 24 NP rats at d21 – d28. LP =  low protein (white bars); NP =  normal protein (black bars); d =  day; * =  p<0.05, ** =  p<0.01; *** =  p<0.001; ns =  not significant.

### Mammary gland development

#### Analysis of Ductal Morphogenesis

For the analysis of mammary gland ductal morphogenesis whole-mount preparations were performed using the apical (4^th^) and distal (5^th^) mammary gland of the conjoined lumbar mammary gland fat pad (Figure 2). We determined the area of mammary fat pad (in percent) covered by ducto-alveolar structures. At day 21 (beginning of pubertal mammary gland development/thelarche), approximately 57% of the lumbar mammary fat pad was covered by ducto-alveolar structures (Figure 2 C). This percentage significantly increased until day 28 (end of pubertal mammary development), where approximately 71% of the lumbar mammary fat pad was occupied by the glandular body. We did not detect a significant difference between the LP and the NP group at both time-points (Figure 2 C). The percentage of mammary fat pad invaded by ducto-alveolar structures did not vary between apical and distal lumbar glands, nor did we see a difference between groups when normalizing the percentage to the rat body weight (data not shown). When looking at the dimension of ducto-alveolar expansion in the mammary fat pad per se, LP animals showed a significantly smaller area of ducto-alveolar structures (p = 0.02) when compared to NP at day 28, while the glandular body was equally sized at day 21 (Figure 2 D). This significant difference persisted after normalization to body weight (data not shown). Taken together, LP animals showed a smaller area of ducto-alveolar structures at day 28 when compared to NP animals. The density of the gland (ducto-alveolar structures per area), however was equal in both groups at day 21 and day 28.

**Figure 2:**
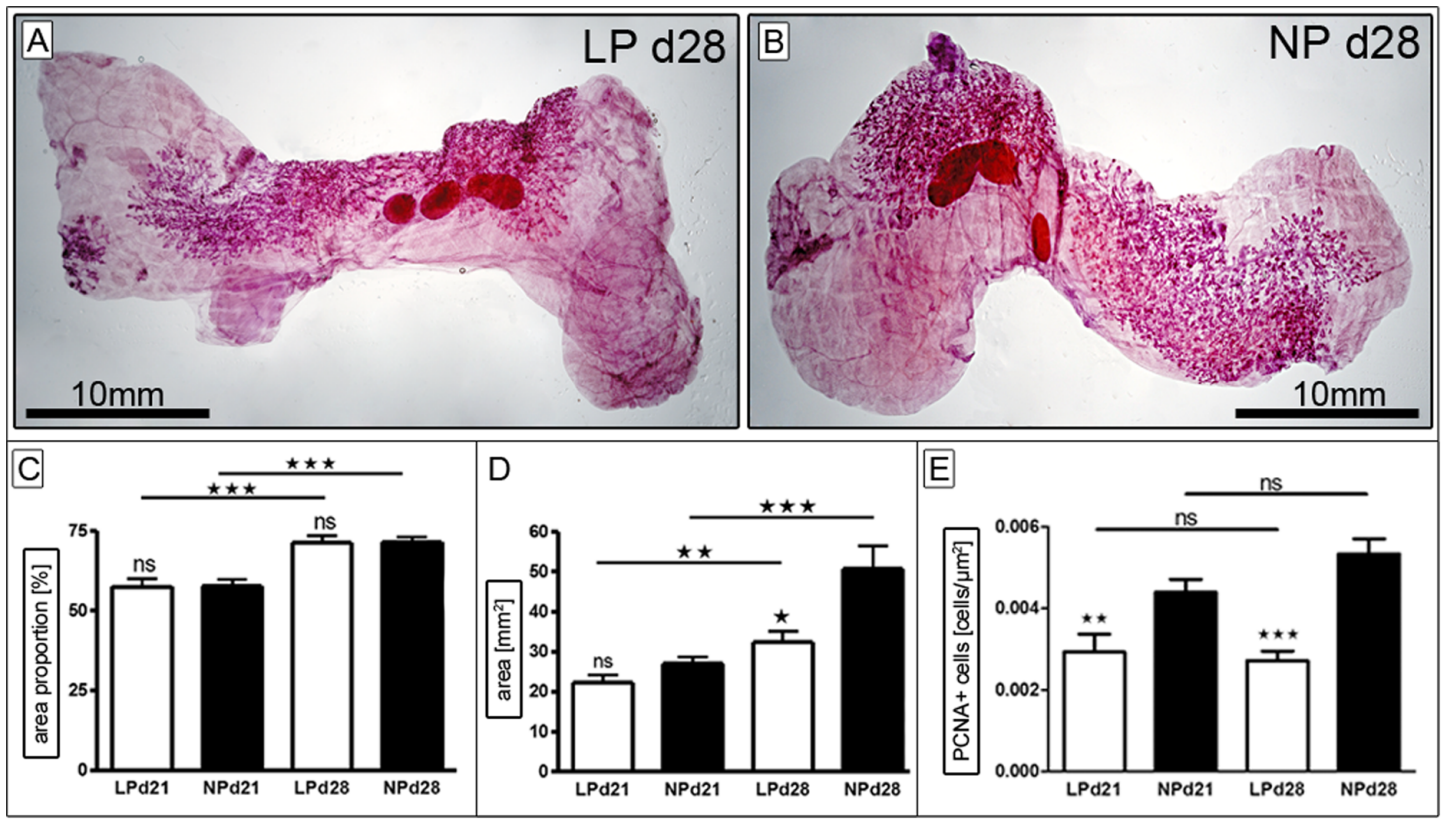
Analysis of ductal morphogenesis. A+B) Exemplary transmitted light microscope images of lumbar mammary gland whole mount preparations at day 28 of LP (A) and NP (B). Magnification is indicated by the black bar (10 mm). The percentage of lumbar mammary fat pad occupied by ducto-alveolar structures (“area proportion” in %, C), as well as the area (mm^2^) occupied by ducto-alveolar structures itself (D) were examined at day 21 (LP n = 13, NP n = 18) and day 28 (LP n = 12, NP n = 10). Furthermore the rate of proliferation was determined immunohistochemically in terminal end buds (TEB) via PCNA-stain (E, see also Figure S1), with LP d21 (n = 6), LP d28 (n = 10), and NP d21 (n = 7), NP d28 (n = 9). LP =  low protein (white bars); NP =  normal protein (black bars); d =  day; * =  p<0.05, ** =  p<0.01; *** =  p<0.001; ns =  not significant.

##### Proliferation rate of terminal end buds

Proliferative activity was analyzed in the proliferative core unit of the developing mammary gland: the terminal end bud (TEB) (Figure S1). The number of proliferating cells per TEB-area (µm^2^) was identified using PCNA-staining. We found significant differences at day 21 and day 28 for both groups: The proliferative activity in TEBs of LP animals was decreased by 34% at day 21 and was approximately 49% lower than the proliferation rate of TEBs in NP animals at day 28 (Figure 2 E).

### Serum Steroid-profiling

We used LC-Tandem MS for the measurement of serum steroid levels in LP and NP rats at day 21 and day 28. Normalization of steroid serum levels to auxologic parameters such as body weight and length had no influence on group differences (not displayed).

#### Corticosterone and dehydrocorticosterone

Rodent active corticosterone (B) and inactive dehydrocorticosterone (DHB) correspond to active cortisol and inactive cortisone in humans. The level of B raised significantly in the LP and NP group (p<0.0001 and p = 0.02, respectively) from day 21 (LP: 169.4±24.2 ng/ml; NP: 189.0±19.1 ng/ml) to day 28 (LP: 390.0±27.0 ng/ml; NP: 300.0±32.4 ng/ml) (Figure 3 A). Analog to the B levels, DHB levels significantly increased in the LP and NP group (p = 0.002 and p<0.03, respectively) from day 21 (LP: 11.7±1.1 ng/ml; NP: 11.2±1.0) to day 28 (LP: 16.7±0.9 ng/ml; NP: 15.8±1.5 ng/ml) (Figure 3 A). There was no significant difference between B and DHB levels in both groups for day 21 and day 28. Interestingly, when analyzing the relation of active B to inactive DHB (B/DHB) LP animals showed a significant increase in active B at day 28 in comparison to the NP group. Moreover, we observed a significant increase of B/DHB quotient in LP animals from day 21 to day 28 (p<0.0001, Figure 3 A). We did not see such an increase in the NP group.

**Figure 3:**
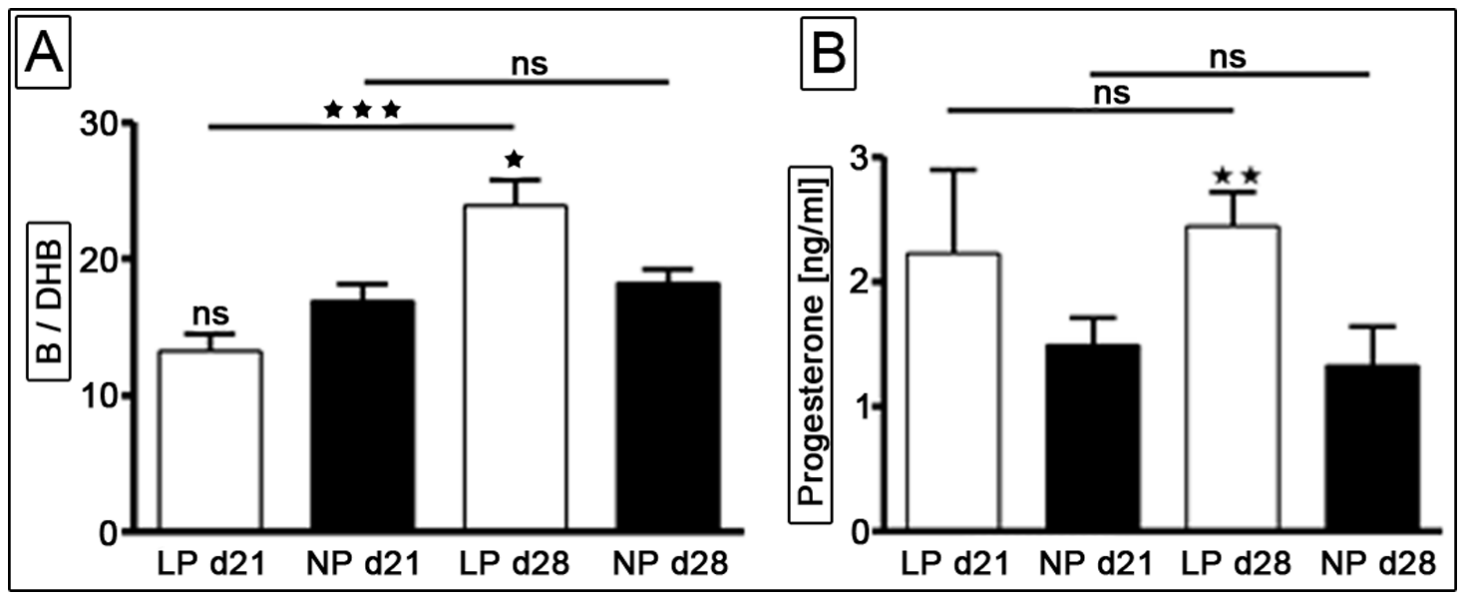
Serum steroid levels detected by Liquid Chromatography Tandem Mass Spectrometry [LC-Tandem MS]: Serum corticosterone [B] –to- dehydrocorticosterone [DHB] ratio (A) and serum progesterone levels (B) were determined at day 21 (LP n = 21, NP n = 22) and day 28 (LP n = 20, NP n = 24). Further data regarding LC-Tandem MS intensity profiles of (dehydro-) corticosterone and progesterone (e.g. multiple reaction monitoring, retention time etc.) and a detailed description of the method can be found in Method S1. LP =  low protein (white bars); NP =  normal protein (black bars); d =  day; * =  p<0.05, ** =  p<0.01; *** =  p<0.001; ns =  not significant.

##### Progesterone

We found that both LP and NP rats maintained constant progesterone serum levels at day 21 and day 28. Interestingly, serum progesterone levels were significantly increased in the LP group at day 28 in comparison to the NP animals (p = 0.0023) (Figure 3 B).

#### Deoxycorticosterone

Deoxycorticosterone is an intermediate product in the metabolism from progesterone to corticosterone. Analog to the progesterone serum levels deoxycorticosterone levels were significantly higher in the LP group (p = 0.01) at day 28 (data not shown). In addition, deoxycorticosterone serum levels increased significantly in the LP group from day 21 to day 28 (p = 0.0389), while NP serum levels at day 28 were reduced by 16% when compared to day 21 (data not shown).

#### Dehydroepiandrosterone (DHEA) and Dehydroepiandrosterone-sulfate (DHEAS)

Serum DHEA- and DHEAS-levels were close to the detection limit at both time-points. While no inter- or intra- group differences were detected for DHEAS at day 21 and day 28, DHEA serum levels significantly decreased in the LP and NP groups at day 28 (p = 0.0025 and p = 0.0017, respectively). This decrease was more significant in the NP group, resulting in significantly higher DHEA serum levels in the LP animals at day 28 (p = 0.03) (data not shown). However, DHEA to DHEAS ratios showed no significant intra- or inter- group differences at day 21 and day 28 (data not shown).

### Gene array Analysis

#### Mammary Genes and Gene Networks post-IUGR

The microarray data at the beginning (day 21) and end (day 28) of pubertal mammary ductal morphogenesis were analyzed online using IPA software, comparing LP rats to their NP controls. 

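Total RNA of the lumbar mammary gland was measured on 12 Agilent rat arrays, 1 per rat, with 3 LP and 3 NP rats at day 21 and 3 LP and 3 NP rats at day 28. LP rats were the offspring of dams fed 8.8% protein and NP rats those of dams fed 17% protein. The labelled RNA carried a single dye (Cy3), so that each array gives the signal of 1 rat. Each array held 58717 spots of gene probes and 4259 control spots. The authors deposited the scanner's intensity for every spot, after Agilent's Feature Extraction software had subtracted the background and corrected trends within the array, and before any scaling between arrays. From there, control spots and spots the software marked as outliers were left out, and each value was taken as log2 relative to the 75th percentile of its array. Spots of the same probe were averaged, which gave 30367 probes of 26488 genes. The 23209 probes (20223 genes) that the software called well above background on at least 3 of the 12 arrays were tested for a difference between LP and NP rats of the same day with limma, in 1 fit over the 4 groups. All tests were two-sided. A gene was counted when any of its probes passed, with the direction of its probe with the lowest p. Where no array of a group was well above background for a probe, that group was set to the lowest signal called well above background on each of its arrays, and the difference is given as a lower bound of the fold. No fold is given where neither group was well above background, or where the bound fell below 1.
Between 74.8% and 79.6% of the gene spots of an array were well above background, and 0 spots were saturated. Precision is limited by the number of arrays, 3 per group, for which the smallest p of an exact two-sided permutation test is 0.1. All arrays of day 21 lay on 1 slide and all arrays of day 28 on the other, so that day and slide cannot be told apart, while LP and NP rats were compared within a slide. The NP arrays of both days lay in the upper row of their slide, and 2 of the 3 LP arrays of each day in the lower row. The first principal component held 33.4% of the variance and set apart 1 LP array of day 21 (replicate 6a). Its median correlation with the other arrays was 0.960, against 0.974 to 0.989 for the other arrays. That array was kept.

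**Figure D1:**
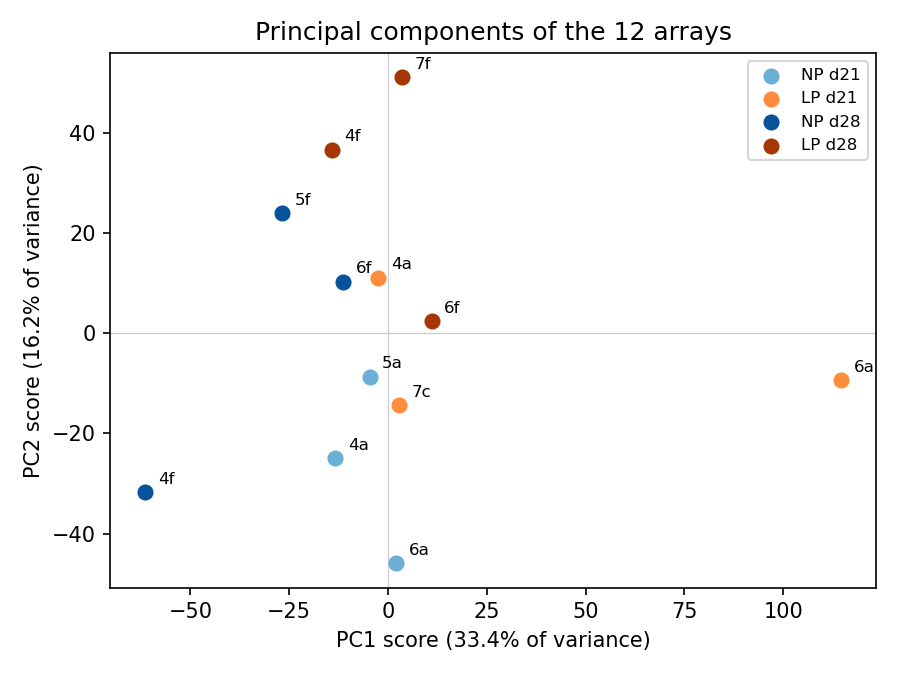
Scores of the 12 arrays on the first 2 principal components of the log2 signals, with LP and NP rats of day 21 and day 28 in separate symbols and each point labelled by its replicate. The LP array of replicate 6a at day 21 lies at 114.61 on the first component, and the remaining arrays lie between -61.39 and 11.08.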

For specific analysis at day 21, 337 genes were deemed to be differentially regulated (p<0.05, 2-fold), 58% of which were up-, 42% of which were down-regulated. 

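At day 21, 224 genes differed at least 2-fold between LP and NP rats with an unadjusted p under 0.05 in limma's test, and 45.1% of them were higher in LP rats. Of these 224 genes, 102 were well above background on all 6 arrays of the day, and for 48 no array of 1 of the groups was. After Benjamini-Hochberg adjustment over the 23209 probes, 0 probes had an adjusted p under 0.05 in limma, and the lowest adjusted p was 0.163. An unadjusted p under 0.05 was reached by 1011 probes (4.36%), a share below that threshold itself. A z test on the scanner's own error per spot, which leaves out the spread between rats, gave 5878 probes with an adjusted p under 0.05 and moved the count of 2-fold genes most, to 827. The share higher in LP rats was 14.7% without the LP array of replicate 4a, 79.1% without the NP array of replicate 5a and 75.7% with the replicate number as a block. The count also rested on single arrays. It was 91 without the LP array of replicate 6a and 783 without the LP array of replicate 7c.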

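On the day 28 arrays, 149 genes passed both the 2-fold limit and an unadjusted p under 0.05 between LP and NP rats, 40.9% of them higher in LP rats. With the background modelled by limma's normexp method (offset 50) in place of Feature Extraction's subtraction, 58 genes passed, 79.3% of them higher in LP rats. Of the 149 genes, 55 were well above background on all 6 arrays of the day, and 47 had a group in which no array was. Here too 0 probes had an adjusted p under 0.05 in limma, with a lowest adjusted p of 0.581, while 1873 probes (8.07%) had an unadjusted p under 0.05 and 8039 probes an adjusted p under 0.05 in the z test on the scanner's error. The count of 2-fold genes was 94 without the NP array of replicate 4f and 432 without the NP array of replicate 6f, and the share higher in LP rats was 30.0% without the LP array of replicate 4f and 69.9% without the NP array of replicate 6f. The 2-fold limit and an unadjusted p under 0.05 were met on both days by 19 probes, 18 of them in the same direction.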

At day 28 a total of 280 genes were found to be differentially regulated (p<0.05, 2-fold), 70% of which were up-, and 30% of which were down-regulated. Those genes were subjected to further in silico analysis, to identify the most relevant focus genes and their respective networks based on their IPA score. The networks at day 21 and day 28 that were most significantly evoked following intrauterine LP diet can be found in the supplement (Figure S2 and S3, respectively), including the top biological functions and genes underlying each network (Table S1). The top regulated networks based on IPA score were “Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry”, “Cell-To-Cell Signalling and Interaction” and “Cancer, Cellular Assembly and Organization, Cellular Compromise” on day 21 and “Drug Metabolism, Lipid Metabolism, Small Molecule Biochemistry”, “Cardiovascular/Hematological System Development and Function” and “Organismal Injury and Abnormalities, Cardiovascular Disease ” on day 28.

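Table S1, as held here, gives an array probe and a fold for 107 genes at day 21 and for 85 at day 28, fewer than the genes the paper counts, so that only tallies over its entries are given. Its first network holds 13 genes with a probe at day 21, 6 of which the paper lists as up- and 7 as down-regulated. LP and NP rats could be compared for 7 of the 13, of which 5 were higher and 2 lower in LP rats, with log2 differences from -1.72 to 1.54. Their lowest adjusted p over all probes was 0.861 in limma, and 2 had an unadjusted p under 0.05. Adjusted over the list alone, 1 gene passed, Scgb1c1 (chromosome 1 of rn4, 201004284 to 201004343), with an adjusted p of 0.0224. As the network was chosen on these samples, that value is not independent evidence. The log2 signal of Scgb1c1 was -2.64 ± 0.31 (SD, n = 3) in NP rats and -3.91 ± 0.16 (SD, n = 3) in LP rats, a difference of -1.27 (SE 0.33). Acaca and Nrg1 were higher on every LP array than on every NP array, by 1.07 (SE 0.49) and 1.33 (SE 0.51). Cyp2e1 was lower on every LP array, with a difference of -1.72 (SE 1.86). For 3 genes only a bound could be given and for 3 no fold. The LP and NP arrays did not overlap for 6 of the 13 genes, where chance gives 10% of genes that were not picked on these arrays.
At day 28 the first network held 12 genes, 9 up- and 3 down-regulated in the paper. Of the 5 that could be compared, 3 were higher and 2 lower in LP rats, from -1.67 to 2.30, with a lowest adjusted p of 0.581 over all probes in limma. An unadjusted p under 0.05 was reached by 1 of them, and 0 passed when adjusted over the list alone, where the lowest adjusted p was 0.0581. That gene was Tlr3, with a difference of 1.17 (SE 0.38). The casein gene Csn1s1 was higher on every LP array, by 1.26 (SE 0.63), and Csn1s2a was at least 2.26-fold higher in LP rats. Of the 12 genes, 3 had a bound and 4 no fold, and the arrays of 8 did not overlap between the groups.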

#### IPA gene network analysis: Differentially regulated genes

We were surprised to find, that many of the top-regulated genes (as determined by IPA software in silico analysis) following intrauterine LP diet were linked to (patho-)physiologic processes of the mammary gland:. The top 10 differentially expressed genes (up- and down-regulated) in the mammary gland at day 21 and day 28 are listed in Figure S2 and S3, respectively. 

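Among the 10 genes of day 21 with the highest fold in Table S1, 9 were not well above background on any NP array, and for 7 the signal was well above background on a single LP array. Among the 10 highest of day 28 these counts were 10 and 9. Of the 10 lowest of day 21, 9 were not well above background on any LP array. Of the 10 lowest of day 28 this held for 7, including 1 that was not well above background on any of the 6 arrays. The group means of all these genes differed in the direction the paper lists. In 4 of the 10 highest genes of day 21 and 5 of the 10 highest of day 28, the signal of an LP array came from 1 spot that was over 8-fold brighter than the other spot of the same probe. Single bright spots were not limited to LP arrays. Counted without the 8-fold limit, they were found on NP arrays for 4 of the 10 lowest genes of day 21 and 3 of the 10 lowest of day 28.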

Of the ten top induced genes 40% at day 21 and 30% at day 28 are believed to play a role in mammary gland (patho-)physiology, while of the ten top down-regulated genes 50% at day 21 and 30% at day 28 are believed to have a functional association with mammary gland physiology. These genes are displayed in Table 2. 

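For the genes of Table 2 at day 21, the probe of Table S1 was used, and the rat gene the array names for it is given. Pou3f3 (chromosome 9 of rn4, 41876089 to 41876148) was well above background on 2 LP arrays and 0 NP arrays and was at least 4.19-fold higher in LP rats. The bound was 2.4-fold without the LP array of replicate 4a, 8.68-fold without that of replicate 7c and 1.83-fold with the normexp background. Tnfrsf17 (chromosome 10, 4187731 to 4187790) was well above background on 3 NP arrays and 0 LP arrays and was at least 3.19-fold lower in LP rats. With the normexp background the Tnfrsf17 bound was 1.28-fold. Hrg (chromosome 11, 80248652 to 80248711) was well above background on 2 NP arrays and 1 LP array, so that the size of its difference is uncertain. Hrg had a log2 signal of -5.68 ± 1.70 (SD, n = 3) in NP rats and -7.76 ± 1.22 (SD, n = 3) in LP rats. Its difference of -2.08 (SE 1.27, adjusted p 0.861 in limma) was -2.86 without the NP array of replicate 4a, -1.17 without that of replicate 6a, on which liver genes had the highest signal of the day, and -0.55 with the normexp background. Galr1 was at least 1.06-fold higher and rested on the LP array of replicate 7c, without which no fold could be given, nor without the NP array of replicate 6a. Sult2a6, the probe behind SULT2A1, was at least 1.21-fold lower and rested on the NP array of replicate 6a in the same way. The probe behind UGT2B7 was well above background on 1 LP array, with a bound of 1-fold, or 1.51-fold higher in LP rats without the LP array of replicate 4a. Without the LP or the NP array of replicate 6a, and with quantile normalization, no fold could be given for it. For the probes behind Ugt2b and CYP3A4, 1 NP array was well above background and no fold is given. Without the NP array of replicate 5a, the CYP3A4 probe was at least 1.04-fold lower in LP rats.
At day 28, Nr1d1 (chromosome 10, 87543165 to 87543519) was well above background on all 6 arrays. Its log2 signal was -1.74 ± 0.77 (SD, n = 3) in NP rats and -3.87 ± 0.95 (SD, n = 3) in LP rats, a difference of -2.13 (SE 0.65, adjusted p 0.581 in limma), and every LP array lay below every NP array. The mean of 8 other clock genes in phase with Nr1d1 was lower in LP rats of day 28 as well. At day 21 the Nr1d1 difference was 0.32, and the change between the days of -2.45 (SE 0.92) had an adjusted p of 1.00 in limma. Ccr4 (chromosome 8, 118883267 to 118883326) was well above background on 3 NP arrays and 1 LP array. It was lower on every LP array, with a difference of -1.61 (SE 0.72) that was -0.27 with the normexp background. As the other LP arrays were not well above background for Ccr4, the size of this difference is uncertain. The probe behind GZMB, which the array names LOC100361261, was at least 2.93-fold higher in LP rats, 1.42-fold without the LP array of replicate 6f, 6.21-fold without that of replicate 4f and 1.52-fold with the normexp background. Myod1 (chromosome 1, 96912833 to 96912892) was well above background on 1 LP array, that of replicate 6f, on which skeletal muscle genes had the highest signal of the day. It was at least 1.52-fold higher in LP rats, or 2.78-fold without the LP array of replicate 4f, and without that of replicate 6f no fold could be given. Bmp10 was well above background on 1 array and no fold is given, while without the NP array of replicate 4f it was at least 1.16-fold lower in LP rats. Of the genes named in the text or Table 2, 5 could be compared at day 21, of which 0 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. At day 28, 6 could be compared. Of these, 3 had an unadjusted p under 0.05, 0 passed over all probes and 2 passed when adjusted over the list alone, Nr1d1 and Cdkn1a, with a lowest adjusted p of 0.0257. These genes were picked on the same samples, so that this is not independent evidence.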

WT1 as a top-regulated gene was chosen for further analysis, because we were previously able to show that it is differentially regulated during postnatal kidney development of male rats following IUGR [38].

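The Wt1 probe of Table S1 (A_44_P808666, chromosome 3 of rn4, 90577175 to 90577234) is printed at 2 spots per array. On the LP array of replicate 7c at day 21, 1 of its spots had a signal of 73.4 and the other a signal of 5.2. All other Wt1 spots of this probe lay between 3.6 and 8.9 on the 12 arrays. The probe was well above background on 1 array. The mean log2 signal at day 21 was -9.03 ± 0.25 (SD, n = 3) in NP rats and -8.02 ± 1.31 (SD, n = 3) in LP rats, and at day 28 -8.29 ± 0.36 and -8.55 ± 0.41 (SD, n = 3 each). No fold can be given for either day, as 0 NP arrays were well above background at day 21 and the bound fell below 1, and 0 arrays were at day 28. Under alternatives that gave a bound at day 21, its highest value was 1.31-fold higher in LP rats, without the LP array of replicate 4a, and without that of replicate 7c there was none. The other probes of Wt1, A_64_P140507 and A_64_P142861, were well above background on 0 of the 12 arrays. The paper chose WT1 from the top-regulated genes because the authors had earlier found it to differ in the developing kidney of male rats after IUGR.

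**Figure D2:**
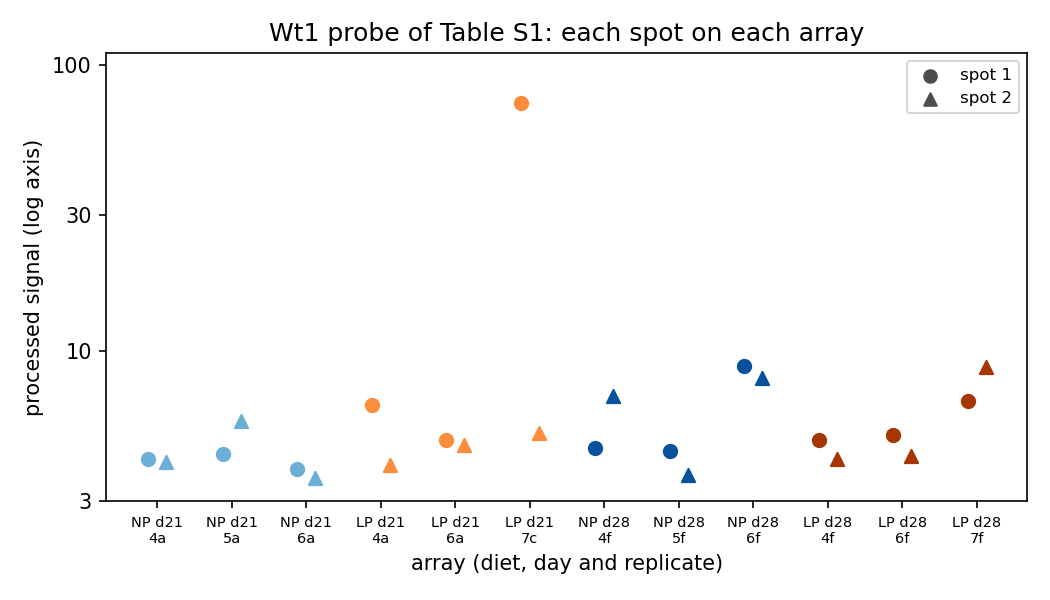
Signal of each spot of the Wt1 probe on each of the 12 arrays (log scale, background-subtracted intensity), by diet and day. A single spot, on an LP array of day 21, lies at 73.4, and the others lie between 3.6 and 8.9.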

**Table 2:** IPA gene network analysis: Top differentially regulated genes at day 21 and day 28 associated with mammary gland (patho-)physiology.

Day 21			
ID	Name	fold-change	p-value
POU3F3	POU domain, class 3, transcription factor 3	8.2	0.00002
GALR1	Galanin receptor type 1	7.2	0.00131
UGT2B7	UDP-glucuronosyltransferase 2 family, polypeptide B7	6.7	0.0046
WT1	Wilms tumor protein homolog	5.3	0.00796
Ugt2b	UDP-glycosyltransferase 2 family, polypeptide B	−4.1	0.014
HRG	Histidine-rich glycoprotein	−4.6	0.016
SULT2A1	Sulfotransferase family, cytosolic, 2A, dehydroepiandrosterone (DHEA)-preferring, member	−5.6	0.00000009
CYP3A4	Cytochrome P450 3A4	−6.0	0.0007
TNFRSF17	Tumor necrosis factor receptor superfamily, member 17	−6.3	0.000009
Day28			
ID	Name	fold-change	p-value
MYOD1	Myoblast determination protein 1	9.3	0.00001
PITX2	Homeobox protein PITX2	6.9	0.007
GZMB	Granzyme B	6.0	0.002
CCR4	Chemokine (C-C motif) receptor 4	−2.5	0.002
NR1D1	Nuclear receptor subfamily 1 group D member 1	−3.2	0.002
BMP-10	Bone morphogenetic protein-10	−8.6	0.0006

#### IPA gene network analysis: Comparative analysis of generic networks

For comparative panel analysis the software identified 2635 genes to be differentially regulated at day 21 (p<0.05) and 3431 genes at day 28 (p<0.05), 52% of which were up- and 48% were down-regulated at day 21 and 48% up- and 52% down-regulated at day 28, respectively. Those genes were subjected to further in silico analysis. 

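Without the fold limit, 980 genes had an unadjusted p under 0.05 at day 21, 48.3% of them higher in LP rats, and 1816 genes at day 28, 24.6% of them higher in LP rats. With the normexp background the shares higher in LP rats were 66.7% of 774 genes at day 21 and 43.5% of 1514 genes at day 28. At day 21 the share was 27.6% without the LP array of replicate 4a and 70.1% without the NP array of replicate 5a, and the count was 471 without the LP array of replicate 6a and 1874 without that of replicate 7c. At day 28 it was 864 without the LP array of replicate 7f and 3255 without the NP array of replicate 6f. With the row of the array on the slide as a covariate, 516 genes were under 0.05 at day 21 and 816 at day 28. From the z test on the scanner's error, the counts were 7122 and 9190. The sorting of such genes into panels came from IPA and was not repeated.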

Our main focus was the identification of early molecular changes in pubertal mammary development following poor fetal nutrition using a global gene array approach. Based on the findings of Fernandez-Twinn et al. [12], we were especially interested whether we could observe IUGR-induced changes in the mammary transcriptome associated with “insulin resistance” and how such changes would relate to the panels “mammary gland development”, early-onset ductal “mammary adenocarcinoma” and to the influence of corticosterone/dehydrocorticosterone, as well as progesterone (“steroids”) and reactive oxygen species (“ROS”). The resulting panels with integrated fold-change (heatmap) are displayed in Figure 4. Venn diagram based analysis showed that the panel “steroids” is a major subset of the panel “mammary gland development”, while differentially regulated genes of the panels “insulin resistance” and “ROS” barely overlapped with the developmental panel. Interestingly, CDKN1A was computed to be an important nexus gene between the panels “insulin resistance” - “ROS” - “mammary adenocarcinoma”, with an induced expression at day 21 and day 28 (2.3-fold, p<0.00001). It is worth noticing, that CDKN1A also links the panels “steroids” and “mammary adenocarcinoma”. 

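The Cdkn1a probe of Table S1 (A_44_P914438, chromosome 20 of rn4, 7386596 to 7386655, 1 spot) was well above background on all 12 arrays. At day 21 its log2 signal was -0.06 ± 0.58 (SD, n = 3) in NP rats and -0.08 ± 0.59 (SD, n = 3) in LP rats, a difference of -0.02 (SE 0.36, adjusted p 0.997 in limma). The sign of that difference changed under 5 of 24 alternatives. It changed with the normexp background, to 0.01, and without the NP array of replicate 5a, to 0.31. LP rats were also higher without the LP array of replicate 4a (1.23-fold), with the replicate number as a block (1.04-fold) and with another probe (1.19-fold). At day 28 the signal was -0.41 ± 0.38 (SD, n = 3) in NP rats and 0.82 ± 0.30 (SD, n = 3) in LP rats. The difference of 1.23, or 2.35-fold, had an adjusted p of 0.581 in limma, and all LP arrays lay above all NP arrays. In the z test on the scanner's error, the day 28 difference passed an adjusted p of 0.05. The change between the days was 1.25 (SE 0.51, adjusted p 1.00 in limma). Another Cdkn1a probe (A_64_P123895, 7385536 to 7385595, 2 spots) gave a stronger signal on every array. Its differences were 0.26 (SE 0.19, adjusted p 0.862 in limma) at day 21 and -0.10 (adjusted p 0.846) at day 28, where NP rats had 3.05 ± 0.41 and LP rats 2.96 ± 0.01 (SD, n = 3 each). From Venn diagrams of its gene panels, the paper states that CDKN1A is a nexus gene between insulin resistance, ROS and mammary adenocarcinoma.

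**Figure D3:**
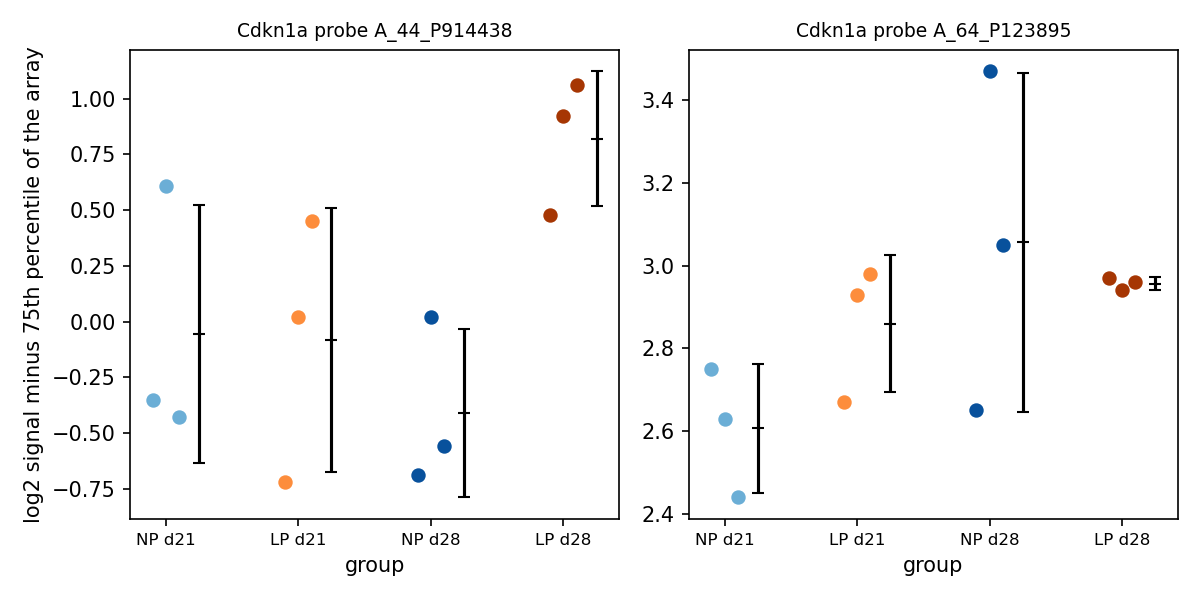
Log2 signal of both Cdkn1a probes relative to the 75th percentile of each array, with 1 point per array by diet and day and bars for the mean ± SD of 3 rats. For probe A_44_P914438 the LP rats of day 28 lie at 0.82 on average against -0.41 in NP rats, and for probe A_64_P123895 at 2.96 against 3.05.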

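Erbb2 is measured by 3 probes on chromosome 10 of rn4. The probe of Table S1, A_64_P038812 (87238370 to 87238429, 1 spot), was well above background on 0 of 3 NP arrays and 2 of 3 LP arrays at day 21, and on 0 of 6 arrays at day 28. At day 21 it was at least 1.34-fold higher in LP rats. Without the LP array of replicate 6a no fold could be given, and without that of replicate 7c the bound was 2.38-fold. The remaining Erbb2 probes were well above background on all 12 arrays. For A_64_P038817 (87242482 to 87242541), the log2 signal at day 21 was -0.71 ± 0.37 (SD, n = 3) in NP rats and -0.06 ± 0.53 (SD, n = 3) in LP rats, a difference of 0.65 (SE 0.27, adjusted p 0.861 in limma). At day 28 its difference was 0.32 (adjusted p 0.637 in limma). For A_64_P109493 (87242734 to 87242793) the differences were 0.64 (SE 0.32) at day 21 and 0.37 at day 28, where every LP array lay above every NP array. The mean of 17 genes of luminal epithelium, a list that does not hold Erbb2, was also higher in LP rats at day 21, by 0.88 (exact two-sided permutation test, p = 0.2).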

In silico analysis further identified Erbb2 as a differentially up-regulated (2.1-fold, p<0.05 at day 21) nexus gene of “mammary adenocarcinoma” and “mammary development” at day 21 and day 28 (Figure 4).

**Figure 4:**
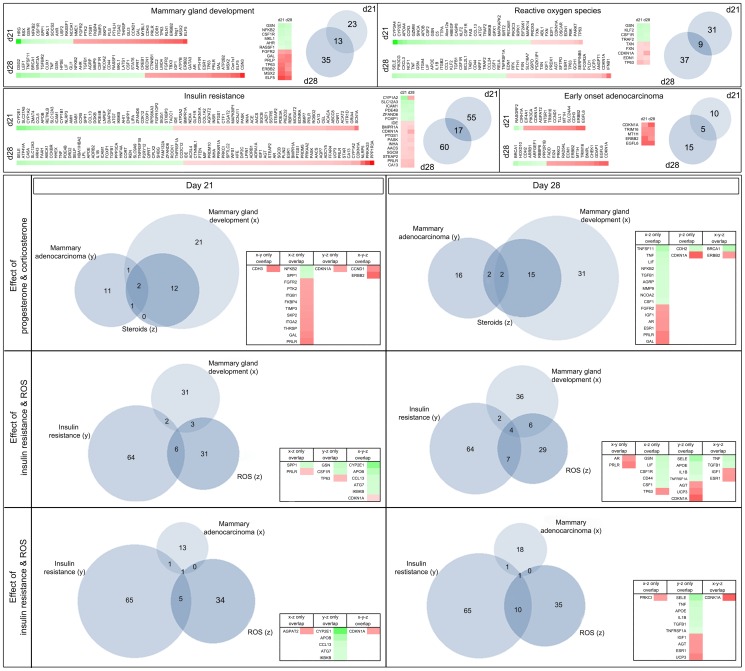
BioVenn diagram analysis of functional gene clusters: Displayed are the results of the comparative analysis of differentially regulated genes using IPA Ingenuity software and consecutive Venn diagram transformation. The upper section lists differentially regulated genes of the generic networks mammary gland development, reactive oxygen species (ROS), insulin resistance and early mammary adenocarcinoma at day 21 and day 28 as heatmaps. The lower section displays overlapping genes of these generic networks as Venn Diagrams at day 21 (on the left) and day 28 (on the right). The quantity of regulated genes of each network cluster is indicated in the respective small Venn diagrams by number. In the upper section, common genes that are differentially regulated at both day 21 and day 28 are represented by the amount of overlap of the circles and listed in the small table next to the diagram. In contrast, the tables in the lower section of this figure display overlapping genes of three selected pathways as indicated. Red =  up-regulated gene; green =  down-regulated gene; white =  fold-change value of 0.

Furthermore, analysis of the top-regulated networks revealed a central role for the extracellular signal-regulated kinase (ERK)-1/-2 as a core gene, defined by computation of multiple direct relations to differentially regulated genes (data not shown). As ERK-1/-2 activity is regulated by phosphorylation no expressional change was evident in our online array analysis. In addition, IPA software analysis computed a downregulation of transforming growth factor beta 1 (TGF-β1) as the central network regulator for cellular development in LP mammary glands at day 28, while at day 21 the TGF-β1 pathway was only slightly influenced by maternal nutrition (Figure S4).

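ERK-1 is encoded by Mapk3, which was measured on all 12 arrays. Mapk3 (A_64_P011974, chromosome 1 of rn4, 185941185 to 185941244, 2 spots) had a log2 signal of 5.03 ± 0.15 (SD, n = 3) in NP rats and 5.15 ± 0.18 (SD, n = 3) in LP rats at day 21, a difference of 0.12 (SE 0.14, adjusted p 0.925 in limma). At day 28 the difference was -0.09 (adjusted p 0.814). LP and NP arrays overlapped on both days. The sign changed at day 28 without the NP array of replicate 5f (0.05).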

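The brightest Tgfb1 probe (A_42_P522899, chromosome 1 of rn4, 80910123 to 80910182, 10 spots) was well above background on all 12 arrays. At day 28 its log2 signal was -1.47 ± 0.13 (SD, n = 3) in NP rats and -1.86 ± 0.22 (SD, n = 3) in LP rats, a difference of -0.39 (SE 0.24, adjusted p 0.582 in limma). In the z test on the scanner's error this difference passed an adjusted p of 0.05. At day 21 the signal was -1.57 ± 0.08 (SD, n = 3) in NP rats and -2.02 ± 0.55 (SD, n = 3) in LP rats, a difference of -0.46 (adjusted p 0.861 in limma) that shrank to -0.14 without the LP array of replicate 6a. On both days every LP array lay below every NP array. The change between the days was 0.07 (SE 0.33, adjusted p 1.00 in limma).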

### Verification of selected differentially expressed genes and pathways

WT1 protein was highly abundant in mammary glandular structures of both groups, with higher expression in the luminal cells of the gland. We did not determine a significant difference in the ratio of WT1 positive to WT1 negative cells per area between NP and LP at day 21. At day 28 we found a significant increase (p<0.033) in WT1 positivity in the luminal cells of the LP group. The results are shown in Figure 5 A. Moreover, LP animals showed a significantly increased expression of WT1 at day 21 (3.8-fold, p<0.05) in their mammary glands by real-time PCR analysis (Figure 5 B). By real time PCR, we also verified the increase in expression of the cell cycle regulator CDKN1A in the mammary gland of LP rats (1.5-fold, p<0.04) (Figure 5 B).

**Figure 5:**
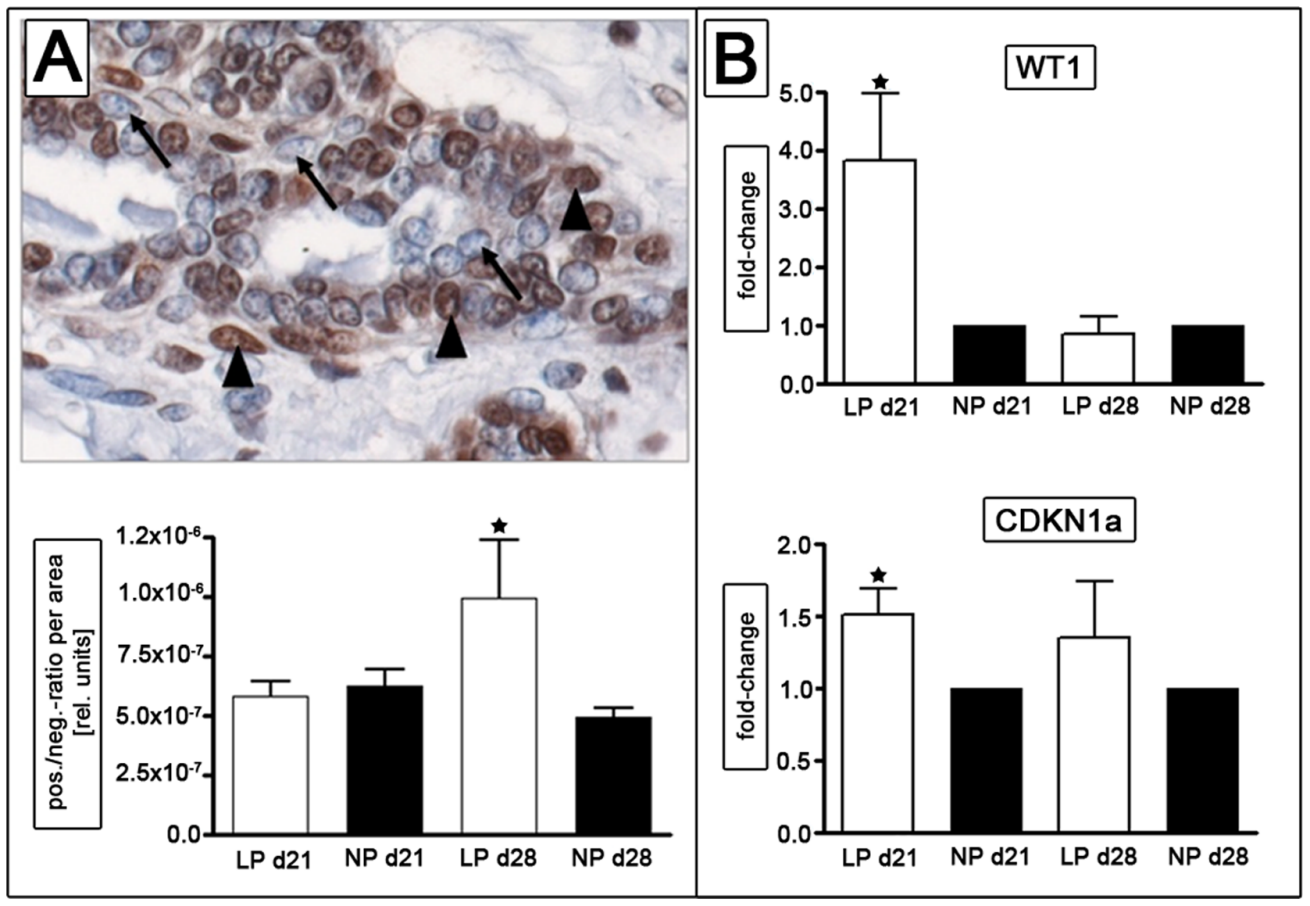
Analysis of Wilms tumor suppressor gene 1 (WT1) expression in lumbar mammary glands at day 21 and day 28. WT1 stained positive (black arrow head) in epithelial cells (A, WT1-negative cells are indicated by arrows), with a significant increase of WT1 positive cells per area at day 28 in the LP group. RT-PCR indicates a significant induction of WT1 and CDKN1a (p21) expression at day 21 (B). LP =  low protein (white bars); NP =  normal protein (black bars); d =  day; * =  p<0.05 versus NP of the same time point.

In silico functional pathway analysis detected ERK-1/-2 as a central nexus protein (Figure S5). Hence we examined ERK-1/-2 activation via Western blot analysis (Figure 6 A). We found a constitutive expression of ERK-1 and ERK-2 isoforms in lysates from rat mammary glands. Activation of ERK was identified using an antibody specific for the dual-phosphorylated forms of ERK-1 and ERK-2. In comparison to NP rats, LP animals showed a significantly lower phosphorylated-to-total ratio for ERK-1 and ERK-2 (p<0.05 and p<0.01, respectively) at day 21 (Figure 6 B). Mammary glands of LP rats showed a significantly reduced ERK activation at day 21. The phosphorylation of ERK in the mammary gland of NP rats was 1.8-fold and 2.2-fold higher for ERK-1/-2, respectively (Figure 6 B). We did not detect a significant difference between both groups in ERK-1 and ERK-2 activation at day 28 (Figure 6 C).

**Figure 6:**
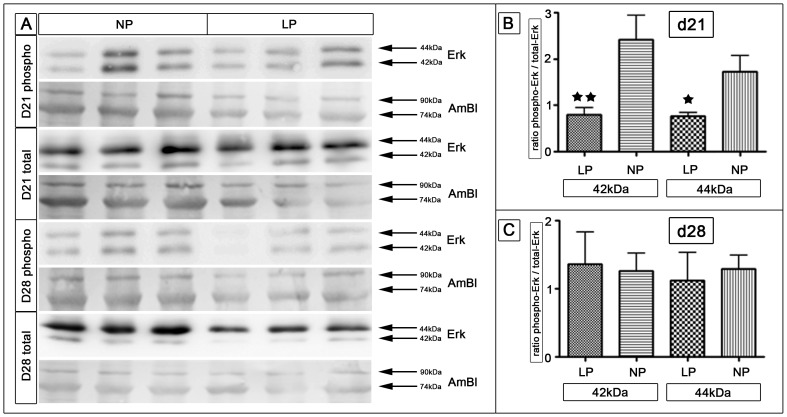
Analysis of extracellular signal-regulated kinase (ERK) -1 and -2 activities via Western blot. (A) Tissue lysates from lumbar mammary glands at day 21 and day 28 were probed with an antibody recognizing phosphorylated (activated) and total (phosphorylated and non-phosphorylated) ERK1 (also known as p44, upper band 44kDa) and ERK2 (also known as p42, lower band 42kDa). Amidoblack (Ambl) served as control. (B+C) Densitometric analysis presented as the ratio of activated ERK-1/-2 to total ERK at day 21 (B) and day 28 (C). LP =  low protein (white bars); NP =  normal protein (black bars); d =  day; * =  p<0.05, ** =  p<0.01.

## Discussion

The main finding of our gene array analysis in developing mammary glands of IUGR rats is an altered expression of genes involved in cell cycle and growth. This is accompanied by smaller mammary glands and reduced proliferation rates of the budding epithelium after IUGR. In silico pathway analysis ranked WT1 among the top-induced genes in the IUGR group, which was confirmed by RT-PCR and immunohistochemistry. Moreover, Venn diagram based gene-panel analysis identified CDKN1A as a significantly up-regulated nexus gene, which we confirmed by RT-PCR. In silico network analysis further showed a dysregulation of many components of the ERK-1/-2 pathways. This was accompanied by a reduced phosphorylation of ERK-1 and ERK-2 in the IUGR group at day 21. IUGR animals showed significantly increased serum hormone concentrations of progesterone and corticosterone/dehydrocorticosterone-ratio at day 28.

IUGR can be induced by a variety of animal models [39]. We chose the model of maternal low protein diet, as it has proven itself a reproducible and effective method for programming changes in organ development in male rats [38]. A model of maternal low protein diet was also used by others to examine changes in female mammary gland development [12], [17], [40]. However, postnatal treatment and observational periods vary among these studies. After its formation in utero, the rat mammary primordium remains developmentally silent [41]. In the rat prepubertal mammary gland development shows two physiologic peaks at the 28-29^th^ (ductal morphogenesis) and the 34–35^th^ day of age [16].

In the recently published data on their animal model of intrauterine malnutrition, Fernandez-Twinn et al. [12] continued the protein restriction until weaning (day 21) and monitored breast development up to day 112. They found reduced secondary ductal branching and epithelial invasion at day 21, which was followed by a rapid post-weaning compensatory mammary growth [12]. Using a similar model, Zheng et al. on the contrary switched to normal protein diet at birth and only examined molecular changes in the mammary glands at day 38, without looking at histologic changes.

To closely resemble the human pathophysiology of IUGR, we chose to change our dietary regimen to normal protein diet at birth, as described by [40]. We studied mammary gland development at its first postnatal peak (day 21 to day 28), similar to Fernandez-Twinn et al. [12], in order to identify intrauterine influences on the mammary gland anlage during the critical time of ductal morphogenesis. Our IUGR rats showed a reduced extension of ductal structures into the mammary fat pad with no further ultra-structural alterations, while in the study by Fernandez-Twinn et al. [12] ductal branching was reduced in IUGR rats. Because their animal model differs from ours in the timing of the low protein diet, we hypothesize that the developmental changes observed by Fernandez-Twinn et al. [12] might primarily result from postnatal influences rather than from fetal programming itself, as previously suggested [42]. Based on these findings, the postnatal phase seems to play a distinct role for mammary gland development following IUGR in the rat.

It has been shown, that IUGR leads to hyperglycemia, insulin resistance and type-2 diabetes [43]. Insulin resistance and type-2 diabetes are associated with an increased breast cancer risk [44]. As described by Wolf et al. [45], diabetes mellitus and breast cancer development are linked via activation of the insulin- and IGF-I pathways, as well as via the regulation of endogenous steroids. Fernandez-Twinn et al. [12] attributed the increased breast cancer incidence of their IUGR rat model mainly to mechanisms of insulin resistance. However, no changes in endogenous steroid levels were observed. In contrast, we found an increase in serum progesterone and corticosterone/dehydrocorticosterone-ratio in our female LP rats at day 28. In the rat, progesterone is enzymatically (21α-hydroxylase, 11β-hydroxylase) converted into the primary rat glucocorticoid corticosterone via the intermediate deoxycorticosterone, which was also increased in our LP rats at day 28 [46]. We did not detect differences in corticosterone serum levels in the male rat, using the same animal model [47] and method (LC-Tandem MS). Hence we hypothesize that the increase in serum corticosterone in our female IUGR rats could be secondary to the increase in progesterone.

Progesterone increases the proliferative effect of IGF-I on ductal mammary morphogenesis [48]. Physiologically, synthesis of progesterone occurs at day 38 in rat ovaries [49]. Hence, an increase of progesterone at day 28 in our LP group might reflect an acceleration of ovarian maturation. In line with our hypothesis, Sloboda et al. [42] found reduced serum progesterone levels in adult rats born IUGR and assumed a premature ovarian function with a consecutive early menopause. Similar observations were made in humans: in the Dutch-famine study Painter et al. [7] observed that IUGR in the first trimester of pregnancy is associated with an earlier reproductional phase post-partum and an earlier onset of menopause.

Earlier maturation post-IUGR has also been observed in girls, however, conflicting data exist regarding this issue (reviewed by [50]). In our study, the reproductive performance of former IUGR individuals was not determined. Alternatively, increased progesterone levels could be explained by a rapid progression of pubertal development rather than an early onset [51]. Interestingly, early menarche is associated with an increased risk of breast cancer [52]. Our gene array based Venn diagram analysis indicates that the panels “steroids” and “mammary gland development” have numerous common genes which are differentially regulated by intrauterine malnutrition. Hence, direct and indirect effects of intrauterine malnutrition on pubertal mammary gland development are conceivable, the latter could be partly related to steroidal influences. However, as progesterone particularly regulates tertiary sidebraching of epithelial ducts following ductal morphogenesis [21], its transcriptional effects might become structurally visible in older animals only.

Our Venn diagram based gene panel analysis revealed a large number of differentially regulated genes associated with insulin resistance, as suggested by Fernandez-Twinn et al. [12]. Unexpectedly, most of these genes were not shared by the panel mammary gland development. This might point to an important, yet separate role of insulin resistance in our model and could fit our observation of an ultrastructurally normal mammary gland in our IUGR rats. However, we cannot rule out an influence of genes related to insulin resistance on later phases of mammary gland development.

In IUGR insulin resistance and the development of adult sequelae are partly driven by an increased generation of reactive oxygen species (ROS) [53]. We found a certain number of differentially regulated, ROS-related genes in LP rats at day 21 and day 28, which need to be evaluated in further studies. Our in silico analysis identified the cyclin-dependent kinase inhibitor 1a (CDKN1A, also known as p21) as a gene of future interest, as it links the gene panels of “ROS”, “insulin resistance” and “mammary adenocarcinoma”. It is worth noticing, that CDKN1A additionally connects the panels “steroids” and “mammary adenocarcinoma”. It is an important regulator of mammary gland proliferation and differentiation [54]. Dependent on the cellular context CDKN1A can both promote and inhibit tumorigenesis mainly via its regulation of p53-dependent cell cycle arrest [54]. Overexpression of CDKN1A [55] leads to inflammation and impairment of insulin sensitivity, possibly mediated through increased production of ROS [56] and mitochondrial dysfunction. In a low-protein animal model similar to ours, Zheng et al. [40] demonstrated a reduced expression of CDKN1A in the mammary gland at day 38, while Fernandez-Twinn et al. [17] found an induction of CDKN1A expression in their IUGR model at 5 weeks of age. We found an induction of CDKN1A expression in our IUGR rats at day 21. The fact that CDKN1A has context specific functions might therefore point to a differential role of this gene during certain stages of mammary development. CDKN1A expression is indirectly induced by progesterone [57] and corticosterone [58], both of which were found increased, albeit at a later time point than CDKN1A, in our IUGR rats. CDKN1A promotes differentiation and inhibits proliferation via binding of PCNA [59], which was reduced in TEBs of our IUGR rats. Controversely, Fernandez-Twinn et al. [17] found an increase of PCNA protein expression, accompanied by an increase in CDKN1A mRNA expression in their IUGR model. These differences could be explained by the presence of additional factors which might influence PCNA regulation, especially by their continuous postnatal protein restriction until day 21 in their animal model. Interestingly, CDKN1A expression is known to be induced by Wilms tumor 1 (WT1) independently from p53 [60]. While Fernandez-Twinn et al. [17] did not detect changes in WT1 protein expression at 5 weeks of age in their model, we found a significant induction of WT1 expression (mRNA/protein) in the mammary glands of our IUGR animals. As a transcription factor, WT1 regulates key differentiation genes [61]. The cell type, its current state of development [61] and the ratio of WT1 isoform expression [62] may be crucial for WT1 to either promote or suppress tumor development. On the other hand, mammary tumors with high levels of WT1 have a poor prognosis and high levels of WT1 expression are frequently observed in cases of breast cancer that are estrogen and progesterone receptor negative [63]. WT1 expression is regulated by progesterone in a tissue dependent manner. So far the exact role of WT1 in the female reproductive system is not fully understood. In healthy endometrium progesterone induces WT1 isoforms which in turn leads to the differentiation into decidua [64], while in breast cancer cells progesterone analogs reduce WT1 expression thereby inducing differentiation [65]. As we examined mammary tissue without overt pathologic alterations, the observed induction of WT1 might point to premature differentiation, which is supported by the findings of our whole mount analyses showing smaller mammary glands and by the fact that an early increase in progesterone is detected in IUGR animals at day 28. In contrast to the results of our study, the mammary glands of IUGR rats investigated by Fernandez-Twinn et al. showed a proliferative phenotype with catch-up growth and no change in serum progesterone [12] nor mammary gland WT1 expression [17]. As this model differs from ours by its continuous postpartal malnutrition until day 21, such regimen might exert its influence on mammary gland development rather via changes in the actions of insulin and IGF-1 [45], than via alteration of ovarian steroid levels. In our IUGR model we showed WT1 induction in kidneys of male offspring [38], an organ which is dependent on epithelial-mesenchymal interactions in its postnatal development, similar to the mammary gland.

Another important pathway for mammary gland development (reviewed by [66]) and breast cancer development [67] is the ERK-1/-2 pathway. We found a significant reduction of mammary gland ERK-1/-2 activation in our IUGR rats at the beginning of ductal morphogenesis. ERK-1/-2 regulates context-dependent processes of cellular mammary gland growth and differentiation via downstream substrates, including regulators of transcription, apoptosis and steroid hormone receptors. Our finding could indicate a reduced local action of endocrine factors in mammary tissue of IUGR rats at day 21 and underlines the role of intrauterine malnutrition for this pathway. The fact, that the reduction in ERK-1/-2 activity was limited to day 21 only, might point to a change in endocrine milieu at day 28, which might be reflected by a significant increase in serum progesterone in our IUGR rats at this time-point. Growing evidence points to a cross-talk of progesterone and ERK-1/-2 action [68], [69]. Interestingly, mammary glands of IUGR animals fed a high-fat diet after puberty, show an increased phosphorylation of ERK-1/-2 and an induction of progesterone receptor at 4 months of age, which was associated with an increase in mammary tumor risk [17]. Similar findings were described for rats with high birth weight [70].

The finding of our in silico analysis that the downregulation of TGF-β1 becomes a central motive for cellular development at day 28 in the mammary gland seems an interesting future perspective, as TGF-β1, secreted by ductal epithelium, is the major local inhibitor of ductal elongation and lateral branching during mammary development (reviewed by [71]). In breast cancer, TGF-β1 can function as a tumor suppressor or promotor, dependent on the tumor stage (reviewed by [72]). Importantly, TGF-β1 not only acts on the TEB, but also determines the microenvironmental composition (stromal, immune and vascular cells) of the breast. There is evidence that these changes in tissue composition may supersede any tumor suppressive effects of TGF-β1 in epithelia [72]. We did not observe structural differences in our epithelia up to day 28. However, tertiary branching (induced by progesterone) takes place until day 35. Hypothetically, low local TGF-β1 in the LP group might facilitate the action of increased progesterone levels on lateral branching following day 28, leading to increased growth of the gland (as observed by [12]). Moreover, an altered mammary microenvironment might lead to a mal-response to DNA damage facilitating future cancerogenesis [72], as described by [12]. Noteworthy, a recent study found TGF-β1 signaling to be attenuated in the lungs of IUGR offspring, which may contribute to IUGR-associated lung disease [73].

Our study is limited in that we used mRNA from the entire mammary gland (mixed-cells-approach), which might have masked cell specific changes due to a potentially higher signal-to-noise ratio. While WT1 and CDKNA1 were of epithelial origin, gene array analysis could not distinguish between effects coming from the different mammary compartments. Some studies have carried out laser capture microdissection when cell-type specific gene expression profiles are necessary for an in depth evaluation [74]. However, our intent was to examine the overall response of the mammary gland to low protein diet.

Further limitations are related to the use of the IPKB database. As a manually updated resource based on current scientific literature, the attribution of functions to gene sets is constantly subject to change as the literature evolves. It is noteworthy, that IPKB-based relations found in our study are not exclusively mammary-specific, as IPA analysis returns relevant information obtained from other organ systems and in vitro studies.Taken together, we were able to show that IUGR influences the mammary transcriptome during ductal morphogenesis. We identified several differentially regulated growth factors (i.e. CDKN1A, WT1) and altered pathways involved in growth and differentiation (i.e. ERK-1/-2 and TGF-β1). The functional role of these changes for the mammary gland remains to be determined in future studies.

## Supporting Information

Figure S1 Determination of proliferation rate in terminal and buds (TEB) via PCNA stain: (A) Representative TEB with ◊  =  adipocytes, □  =  body cells, ○  =  cap cells, Δ  =  epithelial gland cells and (B) identification of PCNA positive cells (marked by yellow dots) per TEB.
(TIF) Click here for additional data file.

Figure S2 PDF-files showing the summarized results of the online functional pathway analysis conducted with IPA ingenuity software. For a detailed view of the software output see Table S1.
(PDF) Click here for additional data file.

Figure S3 PDF-files showing the summarized results of the online functional pathway analysis conducted with IPA ingenuity software. For a detailed view of the software output see Table S1.
(PDF) Click here for additional data file.

Figure S4 Central role of transforming growth factor beta 1 (TGF-β1): (A) and (B) indicate differentially regulated genes of the TGF-β1 pathway at day 21 and day 28, respectively. Data was generated in silico using IPA Ingenuity software analysis. Multiple differentially regulated genes can be found in the TGF-β1 pathway in the mammary gland at day 28. 

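The genes drawn in Figure S4 were linked to TGF-β1 by IPA and were not read from the picture. In their place, 15 genes from a list of known TGF-β1 targets, among them Tgfbi, Col1a1 and Smad7, were averaged on each array. The list mean at day 28 was 0.14 higher on the log2 scale in LP rats (exact two-sided permutation test, p = 0.7), while the median over its genes was -0.02 and 7 of the 15 genes were higher. At day 21 the list mean was 0.12 higher in LP rats (exact two-sided permutation test, p = 0.4), with 11 of the 15 genes higher. Without the NP array of replicate 4f, the day 28 mean was -0.05.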

Red =  up-regulated gene; green =  down-regulated gene; white =  fold-change value of 0.
(TIF) Click here for additional data file.

Figure S5 Central role of ERK-1/-2 (marked by orange circle): Figure shows differentially regulated genes of the signaling network “carbohydrate metabolism, drug metabolism, small molecule biochemistry” at day 21. Data was generated in silico using IPA Ingenuity software analysis. Red =  up-regulated gene; green =  down-regulated gene; white =  fold-change value of 0.
(TIF) Click here for additional data file.

Method S1 PDF-file containing a description of LC-Tandem-MS method, including Figure I A and B and 3 references.
(PDF) Click here for additional data file.

Table S1 Spread-sheet listing detailed information on functional pathway analysis results retrieved from IPA Ingenuity in silico analysis for day 21 (sheet 1) and day 28 (sheet 2), as outlined in Figures S2 & S3.

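Each sheet of Table S1 gives the terms that IPA attached to the regulated genes, the genes under each term and, for some genes, an array probe with its fold between LP and NP rats. Of its probes of day 21 the paper lists 56 as up- and 51 as down-regulated, and of those of day 28, 62 as up- and 23 as down-regulated. The group means differed in the paper's direction for all of them. At day 21, 65 of the probes were not well above background on any array of at least 1 group, 7 of them in both groups, and 19 were well above background on all 6 arrays. At day 28 these counts were 53, 9 and 17. The probes tested were 72 at day 21 and 46 at day 28, and 29 and 21 of them passed the 2-fold limit and an unadjusted p under 0.05. With all probes tested, whether above background or not, 38 and 32 passed both and 43 and 35 had an unadjusted p under 0.05, while 0 had an adjusted p under 0.05 in limma at either day. In the z test on the scanner's error, 56 and 36 passed the 2-fold limit and an unadjusted p under 0.05. The LP and NP arrays did not overlap for 47 of the probes of day 21 and 41 of those of day 28, where chance gives 10% of probes that were not picked on these arrays.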

(XLS) Click here for additional data file.

# Supplementary material for: Detection of Expressional Changes Induced by Intrauterine Growth Restriction in the Developing Rat Mammary Gland via Exploratory Pathways Analysis
**Source:** PLoS One. 2014 Jun 23;9(6):e100504. doi: 10.1371/journal.pone.0100504
**Supplement:** Figure S2 — PDF-files showing the summarized results of the online functional pathway analysis conducted with IPA ingenuity software. For a detailed view of the software output see Table S1.

Analysis Name: filtered d21 2 0.05 rat exp alltissues neu\_2 alldatasource

Analysis Creation Date: 2013-06-24

Build version: 220217

Content version: 16542223 (Release Date: 2013-05-13)

## Analysis settings

[View](#)

Reference set: SurePrint G3 Rat GE 8x60K Microarray

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses:

Filter Summary:

Consider only molecules and/or relationships where

(species = Rat) AND

(confidence = Experimentally Observed)

Cutoff:

Fold Change = 2,000

p-value = 5,00E-02

## Top Networks

I Associated Network Functions  
D

Score

|   |                                                                                           |    |
|---|-------------------------------------------------------------------------------------------|----|
| 1 | Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry                        | 16 |
| 2 | Cell-To-Cell Signaling and Interaction, Nervous System Development and Function, Behavior | 15 |
| 3 | Cancer, Cellular Assembly and Organization, Cellular Compromise                           | 2  |
| 4 | Cell Death and Survival, Cellular Function and Maintenance, Small Molecule Biochemistry   | 2  |
| 5 | Nucleic Acid Metabolism, Small Molecule Biochemistry, Cancer                              | 2  |

## Top Bio Functions

### Diseases and Disorders

| Name                            | p-value             | # Molecules |
|---------------------------------|---------------------|-------------|
| Inflammatory Response           | 7,39E-05 - 4,64E-02 | 9           |
| Cancer                          | 1,34E-03 - 4,24E-02 | 9           |
| Neurological Disease            | 4,90E-03 - 3,12E-02 | 6           |
| Renal and Urological Disease    | 4,90E-03 - 2,66E-02 | 7           |
| Skeletal and Muscular Disorders | 1,02E-02 - 3,12E-02 | 2           |

### Molecular and Cellular Functions

| Name                                   | p-value             | # Molecules |
|----------------------------------------|---------------------|-------------|
| Cell-To-Cell Signaling and Interaction | 3,41E-04 - 4,64E-02 | 16          |
| Cell Death and Survival                | 1,44E-03 - 4,64E-02 | 6           |
| Drug Metabolism                        | 1,44E-03 - 4,64E-02 | 5           |
| Lipid Metabolism                       | 1,44E-03 - 4,64E-02 | 12          |
| Molecular Transport                    | 1,44E-03 - 4,64E-02 | 17          |

### Physiological System Development and Function

| Name                                                    | p-value             | # Molecules |
|---------------------------------------------------------|---------------------|-------------|
| Hematological System Development and Function           | 3,41E-04 - 4,64E-02 | 11          |
| Immune Cell Trafficking                                 | 3,54E-03 - 4,64E-02 | 5           |
| Nervous System Development and Function                 | 4,13E-03 - 4,64E-02 | 11          |
| Auditory and Vestibular System Development and Function | 1,57E-02 - 1,57E-02 | 1           |
| Behavior                                                | 1,57E-02 - 4,64E-02 | 2           |

## Top Canonical Pathways

| Name                                  | p-value  | Ratio        |
|---------------------------------------|----------|--------------|
| Nicotine Degradation III              | 4,59E-05 | 6/48 (0,125) |
| Melatonin Degradation I               | 4,59E-05 | 6/48 (0,125) |
| Superpathway of Melatonin Degradation | 6,86E-05 | 6/52 (0,115) |
| Autoimmune Thyroid Disease Signaling  | 9,46E-05 | 5/34 (0,147) |
| Nicotine Degradation II               | 1,4E-04  | 6/57 (0,105) |

## Top Molecules

## Fold Change up-regulated

| Molecules | Exp. Value | Exp. Chart |
|-----------|------------|------------|
| NPHS2     | ↑15,206    |            |
| A1CF      | ↑13,886    |            |
| KRT35     | ↑8,849     |            |
| POU3F3    | ↑8,174     |            |
| GALR1     | ↑7,185     |            |
| UGT2B7    | ↑6,714     |            |
| WT1       | ↑5,316     |            |
| Idi2      | ↑5,069     |            |
| IFNK      | ↑4,682     |            |
| CALB1     | ↑3,917     |            |

## Fold Change down-regulated

| Molecules | Exp. Value | Exp. Chart |
|-----------|------------|------------|
| TNFRSF17  | ↓-6,340    |            |
| CYP3A4    | ↓-6,030    |            |
| SULT2A1   | ↓-5,586    |            |

|                         |         |
|-------------------------|---------|
| APOH                    | ↓-5,337 |
| RNASE3                  | ↓-5,217 |
| Mug1/Mug2               | ↓-5,110 |
| HRG                     | ↓-4,556 |
| Klra5 (includes others) | ↓-4,461 |
| Try4/Try5               | ↓-4,420 |
| Ugt2b                   | ↓-4,097 |

### Top Upstream Regulators

| Upstream Regulator | p-value of overlap | Predicted Activation State |
|--------------------|--------------------|----------------------------|
| LEPR               | 6,70E-03           |                            |
| GPRASP1            | 1,50E-02           |                            |
| SREBF1             | 2,34E-02           |                            |
| NR1I2              | 2,97E-02           |                            |

### Top Tox Lists

| Name                                                      | p-value  | Ratio         |
|-----------------------------------------------------------|----------|---------------|
| Cytochrome P450 Panel - Substrate is a Xenobiotic (Human) | 9,31E-05 | 4/16 (0,25)   |
| Fatty Acid Metabolism                                     | 2,8E-04  | 8/108 (0,074) |
| Cytochrome P450 Panel - Substrate is a Xenobiotic (Rat)   | 6,76E-04 | 4/26 (0,154)  |
| VDR/RXR Activation                                        | 1,07E-03 | 6/75 (0,08)   |
| LXR/RXR Activation                                        | 1,19E-03 | 7/106 (0,066) |

**Top Tox Functions****Hepatotoxicity**

| Name                                 | p-value             | # Molecules |
|--------------------------------------|---------------------|-------------|
| Glutathione Depletion In Liver       | 3,54E-03 - 1,60E-01 | 3           |
| Liver Fibrosis                       | 3,54E-03 - 3,54E-03 | 2           |
| Hepatocellular Carcinoma             | 1,57E-02 - 1,57E-02 | 1           |
| Liver Hyperplasia/Hyperproliferation | 1,57E-02 - 1,57E-02 | 1           |
| Liver Inflammation/Hepatitis         | 1,57E-02 - 1,57E-02 | 1           |

**Nephrotoxicity**

| Name                 | p-value             | # Molecules |
|----------------------|---------------------|-------------|
| Kidney Failure       | 4,90E-03 - 4,90E-03 | 2           |
| Renal Transformation | 3,12E-02 - 3,12E-02 | 1           |
| Glomerular Injury    | 1,05E-01 - 1,05E-01 | 1           |
| Renal Fibrosis       | 1,05E-01 - 1,05E-01 | 1           |
| Renal Damage         | 1,60E-01 - 1,76E-01 | 4           |

How the deposited data were processed for this re-analysis (not part of the article)

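The data are 12 one-colour Agilent rat expression arrays of total RNA from the lumbar mammary gland, 1 array per rat, with 3 rats in each of 4 groups: LP and NP at day 21 and LP and NP at day 28. For each array the authors deposited the scanner output of Agilent's Feature Extraction software. Its processed intensity was made before deposition by the authors, by subtracting the background and correcting trends within the array, with small values replaced by a positive surrogate and no normalization between arrays. The authors also deposited a table of the processed signal of each array divided by the median of its gene spots. Spot by spot, each column of that table is a constant multiple of the scanner values, with a largest relative deviation of 6.56e-05. The scanner values were used for the values reported, and the table as an alternative. Replicates were named as in the sample labels.

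Control spots (4259) and spots marked as outliers by the software (259 to 766 per array) were left out. Log2 values were set relative to the 75th percentile of the remaining gene spots of the array, whose signal was between 1451 and 2369.6. Spots of a probe were averaged, and a probe counted as well above background on an array when at least 0.5 of its spots did. Genes were named by the symbol the array annotation gives, which is placed on rn4, and 17998 probes could be named through RefSeq. Probes well above background on at least 3 of 12 arrays were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with tables handled in data.table 1.17.8. The contrasts were LP against NP at day 21, at day 28, over both days, and the change of the difference between the days. Adjusted p values are Benjamini-Hochberg values over all tested probes of a contrast. The estimated prior degrees of freedom were 1.95. The criteria of a 2-fold difference and a p under 0.05 are the paper's, which does not say whether its p was adjusted, and unadjusted p values were used. The error model of Rosetta Resolver, with which the paper called its genes, and the networks and panels of IPA could not be repeated from the files and were left out.

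A fold was computed where at least 1 array of each group was well above background. Where 1 group had no such array, a lower bound was computed by setting each of its arrays to the lowest signal called well above background on it, or to the probe's own signal where that was higher. The genes named in the text are every gene named in the paper's results or Table 2, the genes of the first network of each day in Table S1, the genes encoding ERK-1 and TGF-β1, and the 10 highest and lowest genes of each day in Table S1, which are tallied. The probe is the one of Table S1 where it gives one, and otherwise the probe with the highest mean signal. Dbp was named after its values were seen. The results of some of these genes are not reported here, although counts over all of them still include them. Table S1 was held only in part, so that no overlap or enrichment was computed from it.

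Lists of marker genes were written for other tissues, cell types and gene programmes (22 lists), without the genes of the paper's own tables. Of these, 20 had at least 3 tested genes and were tested with limma's camera, with fry and with camera using a correlation estimated from each list. Each list was also averaged per array and compared between 3 LP and 3 NP rats with an exact two-sided permutation test, whose smallest p is 0.1. Correlations were tested by permutation, with all 720 orders of 6 arrays or 1e+05 permutations of 12. The other ways of splitting the 6 arrays of a day into 3 and 3 (10 splits, the real split included) 100 draws over both days, and the 10 splits over both days that keep the arrays of 1 diet and number together were fitted in the same way.

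The lists, the model, the tests and the alternatives were fixed before the data were examined, except where the text says that they were chosen after the values were seen. The alternatives were quantile normalization, limma's normexp background with an offset of 50, no filter on dim probes, only probes well above background on all arrays, only the arrays of the day, eBayes with an intensity trend and robust estimation, the replicate number as a block, diet with replicate number as a random block (estimated correlation 0.0266), the row of the array on the slide as a covariate, the deposited table of signals, 1 probe per gene, a z test on the scanner's error per spot, and leaving out each of the 12 arrays. The pipeline was tested on simulated data with 200 changed probes among 23177. At a change of 1 on the log2 scale, 111 of the 200 passed an adjusted p of 0.05 at day 21 and 149 over both days, and at a change of 2, 159 and 189. A raised list was called by camera and by fry, with 0 of the other lists called. The simulated noise had each probe's residual SD on these arrays and was independent between probes.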

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

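The count of liver genes highest on 1 array and the test of the adipocyte list were chosen only after the results were seen, and the other tests of this part before. Dbp was named after its values were seen.

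The lists of liver genes and of skeletal muscle genes, which were written without the genes of the paper's own tables, had a higher mean on the LP array of replicate 6f at day 28 than on any NP array of that day. The liver list lay 1.11 above the highest NP array on the log2 scale (1.83 against 0.72) and the skeletal muscle list 2.78 above (2.79 against 0.01). For skeletal muscle, the most abundant genes of the list rose together, with Tnnc2 at 4.43 against at most 1.33 in NP rats and Acta1 at 3.22 against at most -0.09. The list was as high on arrays of both diets at day 21, at 3.02 in NP replicate 6a and 3.43 in LP replicate 6a. Muscle tissue carried along with the gland may be the source, which the value of 2.78 does not test, as it is the pattern itself. For the liver list, 12 of 15 genes were highest on that array among those of day 28. Ttr stood at 0.46 there against at most -1.31 in NP rats, while Alb, the most abundant, stood at 2.25 against 1.61 to 2.96 in NP rats. RNA of liver could explain the 12 genes, and a small share of it would not show in Alb, whose level in the other glands is already high. A difference between rats or an effect of the diet on these genes in the gland itself stays open and was not tested, and with a single array neither can be assigned to the diet.

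The list of luminal epithelial genes had a mean of 1.25 on the LP array of replicate 6a at day 21, which is 1.03 above the highest NP array of that day. The same array lacked the signal of lymphocyte genes, with a list mean of -4.95. A lower share of lymph node RNA would raise the genes of every other tissue alike. The adipocyte list differed from the NP mean by -0.03 on that array, which argues against that explanation as the whole cause. A larger share of epithelium in the piece of tissue taken, a difference between rats and an effect of the diet stay open and were not tested on this array.

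For Dbp, all LP rats lay above all NP rats at day 21 and below all NP rats at day 28. With probe A_64_P049828 the difference went from 0.44 to -1.23, a change of -1.67 (SE 0.39, adjusted p 1.00 in limma, so that the change does not pass the test over all probes). This probe was 1 of 33 examined, where chance gives 0.5% of probes that were not picked on these arrays. The other Dbp probes gave -1.20 and -1.17 at day 28, and Nr1d1 gave -2.13. Tissue collected at another time of day in LP rats may explain it. Clock genes in phase with Dbp were lower and genes in the opposite phase higher in LP rats at day 28, a distance of -0.88 between the lists. An effect of the diet on the clock predicts the same values and stays open.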

How the results depend on the processing

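The alternative with a correlation estimated from each marker list, and the alternatives for Mapk3, Tgfb1 at day 21, Wt1 at day 28 and the genes of Table 2, were chosen only after the data were seen.

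Of the 24 alternatives, 14 left the count of 2-fold genes within 1.5 times its value of 224 at day 21, and 14 left that of 149 at day 28. For genes with an unadjusted p under 0.05, 17 left the count of 980 at day 21 and 19 that of 1816 at day 28 within 1.5 times. The counts of 2-fold genes ranged from 79 to 827 at day 21 and from 58 to 460 at day 28. With the normexp background they were 79 and 58, of which 45 and 32 were among the 224 and 149 genes. With only probes well above background on all arrays they were 115 and 58, as fewer probes were tested. With no filter the count at day 28 was 264, as more probes were tested. With the row on the slide as a covariate, the 2-fold count at day 21 was 141, and the counts of genes with an unadjusted p under 0.05 were 516 at day 21 and 816 at day 28. The z test on the scanner's error leaves out the spread between rats. It gave 827 and 460 genes at 2-fold, 7122 and 9190 genes with an unadjusted p under 0.05, and 5878 and 8039 probes with an adjusted p under 0.05. Apart from this z test, 0 probes had an adjusted p under 0.05 at day 21 or day 28 in limma under any alternative. For the normexp background and the slide row, the cause was not tested.

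With the replicate number as a paired block, the counts of 2-fold genes were 635 and 411, and the count of genes with an unadjusted p under 0.05 was 1759 at day 21. Numbers 4 and 6 alone had arrays of both diets. Number 5 had NP arrays alone and number 7 LP arrays alone, so that within these numbers no LP array is compared with an NP array. Correlations across probes between the LP and NP array with the same number were 0.093 and 0.132 at day 21 and 0.096 and 0.089 at day 28, and from -0.201 to 0.211 between arrays of a day with different numbers. The numbers were therefore not taken as pairs. The block changed the sign of Cdkn1a at day 21, to 0.06, and changed the sign or the call of neither Cdkn1a nor Tgfb1 at day 28. The cause was not tested.

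Leaving out single arrays moved the 2-fold count at day 21 from 91 (without LP replicate 6a) to 783 (without LP replicate 7c), and at day 28 from 94 (without NP replicate 4f) to 432 (without NP replicate 6f). Genes with an unadjusted p under 0.05 went from 471 to 1874 at day 21 without the same arrays, and at day 28 from 864 (without LP replicate 7f) to 3255 (without NP replicate 6f). Over both days, 0 to 4 probes had an adjusted p under 0.05 in limma, the 4 without NP replicate 6a of day 21. For the change between the days the count was 0 in all 22 alternatives. The cause was not tested.

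Without single arrays, the Cdkn1a difference at day 21 ranged from -0.29 (without LP replicate 7c) to 0.31 (without NP replicate 5a). It was -0.51 with the slide row as a covariate, 0.01 with the normexp background and 0.26 with the other probe, with adjusted p values from 0.862 to 1.00 over the alternatives. At day 28 it was positive under all alternatives but that of the other probe, which gave -0.10. The difference of 1.23 passed an adjusted p of 0.05 with the scanner's error, while in limma adjusted p values ranged from 0.317 to 0.946. Tgfb1 at day 28 was lower in LP rats under all 23 alternatives. Its difference of -0.39 passed with the scanner's error, and adjusted p values in limma ranged from 0.420 to 0.952. For Wt1 at day 21, quantile normalization and the deposited table of signals gave no bound. The normexp background gave a bound of 0.20 on the log2 scale. Without single arrays it was 0.06 (NP replicate 4a), 0.05 (NP replicate 5a), 0.39 (LP replicate 4a) and 0.33 (LP replicate 6a), with none without NP replicate 6a or LP replicate 7c. At day 28 these alternatives gave none. The filters, the fit and the error model do not enter a bound. For Erbb2 at day 21 there was no value without LP replicate 6a. The bound of Erbb2 lay between 0.07 and 1.25 on the log2 scale in the alternatives that gave one. Without single arrays, Mapk3 ranged from -0.18 to 0.05 at day 28. Why the other Cdkn1a probe differs was not tested, and for these genes the cause was not tested.

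Of the marker lists, camera called 4 at day 21 and 6 at day 28. With fry, 0 were called at day 21 and 0 at day 28, and with an estimated correlation 0 and 0. Without single arrays, camera called 3 (without NP replicate 5f of day 28) to 9 (without NP replicate 5a) lists at day 21 and 2 (without NP replicate 6f) to 7 (without LP replicate 7f) at day 28. The list means that changed sign without single arrays were, at day 21, skeletal muscle (-2.74 to 0.54), adipocyte (-0.17 to 0.06), brown fat (-0.36 to 0.32), erythroid (-0.32 to 0.09), clock genes in phase with Dbp (-0.01 to 0.19) and opposite to it (-0.30 to 0.06), and glucocorticoid targets (-0.02 to 0.32). At day 28 they were liver (-0.55 to 0.93), skeletal muscle (-2.04 to 0.79), skin and hair (-0.33 to 0.25), adipocyte (-0.07 to 0.14), brown fat (-0.41 to 0.23), erythroid (-0.36 to 0.14), TGF-β1 targets (-0.05 to 0.29) and ERK-1/-2 targets (-0.05 to 0.16). The cause was not tested.

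Signal over background limits what the arrays can show. Of the genes at 2-fold with an unadjusted p under 0.05, 48 at day 21 and 47 at day 28 had a group without an array well above background, so that their fold is not measured.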

Differences from the paper's values

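The alternatives named in this part were set before the data were examined, except those for Cyp3a2 and Bmp10. They are quantile normalization, the normexp background, no filter, only probes above background on all arrays, the arrays of the day only, eBayes with trend and robust estimation, the paired block, the random litter block, the slide row, the deposited table of signals, 1 probe per gene (for counts), another probe of the gene (for single genes), the z test on the scanner's error, and leaving out each array.

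For 2-fold genes with p under 0.05 at day 21, the paper's value is 337 and the value here 224. The values did not differ by more than 1.5 times under quantile normalization (227), the deposited table of signals (236), no filter (335), trend and robust estimation (230), the random litter block (225), without NP replicate 5a of day 21 (407) and without NP replicate 4f of day 28 (266). They differed under all other alternatives. At day 28 the paper's value is 280 and the value here 149. They did not differ with no filter (264), with the paired block (411), and without LP replicate 6a of day 21 (199), NP replicate 5f (275), LP replicate 4f (250) or LP replicate 6f (245) of day 28, and differed under all others.

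Of these genes at day 28, the paper gives 70% as up-regulated, and here 40.9% were higher in LP rats. The values did not differ under quantile normalization (50.9%), the normexp background (79.3%), only probes above background on all arrays (62.1%), the paired block (80.3%), the scanner's error (60.0%), and without NP replicate 5f (64.0%) or NP replicate 6f (69.9%) of day 28. Under the other alternatives they differed.

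For genes with p under 0.05 at day 21, the paper's value is 2635 and the value here 980. They did not differ with the paired block (1759) and without LP replicate 4a (1833) or LP replicate 7c (1874) of day 21, and differed under all others. At day 28 the paper's value is 3431 and the value here 1816. They did not differ without LP replicate 6a of day 21 (2438) and without NP replicate 6f of day 28 (3255), and differed under all others. Of these genes at day 28, the paper gives 48% as up-regulated, against 24.6% here. These shares did not differ under the normexp background (43.5%), the paired block (50.2%), the scanner's error (41.4%), and without NP replicate 5f (43.3%), NP replicate 6f (38.7%) or LP replicate 6f (32.6%) of day 28, and differed under all others.

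The paper's fold for Cdkn1a at day 21 is 2.3, and the value here is -1.02 as a signed fold, a log2 difference of -0.02. The values differed under all 24 alternatives run for this gene, the other probe (1.19) among them. The paper gives this fold once for both days in its text, and Table S1 gives a fold for CDKN1A at day 28 and none at day 21. By real-time PCR the paper also reports higher CDKN1A mRNA in LP rats at day 21, which the arrays do not test. At day 28 the value here is 2.35, which did not differ, nor did the values under 22 of the 24 alternatives. The values differed with the slide row as a covariate (1.67) and with the other probe (-1.07).

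The paper states that Cdkn1a differs between LP and NP rats at day 28. Its limits were 2-fold and a p under 0.05. With the probe of Table S1, Cdkn1a met 2-fold and an unadjusted p under 0.05 here as well (2.35-fold). The other Cdkn1a probe gave -1.07 as a signed fold. Over all probes, the probe of Table S1 had an adjusted p of 0.581 in limma. The scanner's error was the alternative under which its difference passed an adjusted p of 0.05. The paper states that WT1, UGT2B, CYP3A4 and BMP10 are regulated, and here no fold could be given for Wt1, Ugt2b, Cyp3a2 and Bmp10. For WT1 the paper also used real-time PCR and staining of the protein, which the arrays do not test. A bound in the direction of the paper could be given for Wt1 with the normexp background (1.15-fold) and without NP replicate 4a (1.05-fold), NP replicate 5a (1.03-fold), LP replicate 4a (1.31-fold) or LP replicate 6a (1.26-fold), and, under alternatives chosen only after the values were seen, for Cyp3a2 without NP replicate 4a (1.01-fold) or NP replicate 5a (1.04-fold), and for Bmp10 with the normexp background (1.08-fold) and without NP replicate 4f (1.16-fold). Of the 107 probes of day 21 and 85 of day 28 that Table S1 lists as regulated, 29 and 21 met the 2-fold limit and an unadjusted p under 0.05 here, 38 and 32 with no filter, and 56 and 36 with the scanner's error. The paper lists Erbb2 at day 21 among genes past its fold limit. Here the bound of its probe was 1.34-fold and reached 2.38-fold without LP replicate 7c. The paper describes the TGF-β1 pathway as changed at day 28 and less so at day 21. That statement rests on a network of genes from IPA, which was not repeated, so that the mRNA of Tgfb1 alone does not test it. Here the Tgfb1 difference was -0.46 at day 21, or -0.14 without LP replicate 6a, and -0.39 at day 28. The change between the days was 0.07 (SE 0.33, adjusted p 1.00 in limma). At day 28 Tgfb1 passed an adjusted p of 0.05 with the scanner's error alone.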

Other observations

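In this part, the tests of the bright Wt1 spot, of the lymphocyte list without 1 array, of Erbb2 with the luminal list, of the slide row, and of other splits of the arrays for counts at an unadjusted p, for adjusted p at single days and for marker lists were chosen only after the results were seen, as were the counts of bright spots per array.

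Over both days, 0 probes had an adjusted p under 0.05 in limma (lowest 0.319). An unadjusted p under 0.05 was reached by 2754 probes (11.9%) of 2611 genes, 36.3% of the genes higher in LP rats. That share was 52.6% with the normexp background, 60.0% with the paired block and 28.3% without LP replicate 4a of day 21. The count of genes went from 741 with the slide row as a covariate to 3650 without NP replicate 6f of day 28. Without NP replicate 6a of day 21, 4 probes passed the adjusted p. For the change of the difference between the days, 0 probes passed (lowest 0.540), while 516 genes (2.26% of probes) had an unadjusted p under 0.05. Every split of the arrays (100 of 100, for both contrasts) reaches a count of 0, so that the splits say nothing about these 2 counts. The number of 2611 genes was reached by 1 of 100 splits within the days, the real one, with a median of 771 genes in the other splits and a highest of 2498. These splits take the days as independent. Arrays of 1 diet with the same number had correlations across probes between the days of 0.379 (LP number 4), 0.212 (LP number 6), 0.169 (NP number 5), 0.141 (NP number 6), 0.031 (NP number 4) and -0.055 (LP number 7), against -0.310 to 0.067 for different numbers, and could be from 1 litter. With the arrays of a number kept together, 1 of 10 splits, the real one, reached 2611 genes. As 10 splits give no share under 0.1, chance cannot be excluded for this number. With the row of the array on the slide as a covariate, 3.26% of the probes had an unadjusted p under 0.05. As 4 of 6 LP arrays and 0 NP arrays lay in the lower row, the row and the diet are partly confounded, and either may account for the number of genes. With the row in the model, the diet difference rests mainly on LP replicates 4a and 4f. That loss of precision would lower the share even if the row had no effect, so that the drop cannot tell these apart.

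Within a day, 3 rats against 3 give 10 splits, so that chance cannot be excluded for any count of a single day. The 224 genes at 2-fold of day 21 were reached by 2 of 10 splits and the 980 genes at an unadjusted p under 0.05 by 3. The 149 genes of day 28 were reached by 3 of 10 splits and the 1816 genes by 1. Counts of 0 adjusted probes, which 10 of 10 splits reach on either day, are not tested by the splits. As many marker lists were called by camera in 8 of 10 splits at day 21 and 3 of 10 at day 28.

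Most probes are printed at more than 1 spot. Among probes with 2 spots, 61 of 15840 (0.385%) had spots over 8-fold apart on at least 1 array of day 21. On at least 1 array of day 28, 61 of 15840 did as well. Each array had 2 to 29 such probes. The arrays in the lower row of the slides, LP replicates 6a, 7c, 6f and 7f, had 20, 21, 19 and 29, and the arrays in the upper row 2 to 14. Of the probes of Table S1 with 2 spots, 8 of 78 (10.3%) at day 21 and 11 of 73 (15.1%) at day 28 had spots that far apart.

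For Wt1 at day 21, the bright spot on LP replicate 7c was 14.2 times the other spot of the probe on that array, and the other Wt1 probes stayed at background on it. A single bright spot may therefore account for the Wt1 signal. Kidney RNA in that array is argued against by the kidney list, which lay 0.12 below the lowest NP array (-0.12). The mesothelium list, at -0.32 on that array, lay within the range of the NP arrays of the day (-0.69 to 0.30) and decides nothing. RNA of mesothelium would bind at both spots of the probe. The dimmer spot had a signal of 5.2, in the range of 3.6 to 8.9 of the spots on the other arrays, which argues against mesothelium as the source of the bright spot. By real-time PCR the paper reports higher WT1 mRNA in LP rats at day 21, and by staining WT1 protein in glands of both diets. A low Wt1 expression below the background of the arrays therefore stays open.

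Genes made in the liver are among those the paper lists as lower in LP rats at day 21, Hrg among them. The liver list lay 1.15 higher on NP replicate 6a than on any LP array of the day, and Alb stood at 1.65 there against at most 0.87 in LP rats. Liver RNA on that NP array could account for this, and the list mean was -0.18 without it, against -0.76 with it. At day 28, Myod1 and Myf6 were well above background on LP replicate 6f alone among LP arrays. The skeletal muscle list was 2.78 above the highest NP array on it, so that muscle tissue in that sample is a candidate source. A difference of the diet in these genes stays open as untested.

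The list of lymphocyte genes was 2.04 lower in LP rats at day 21 (-2.04), and 0 of 16 genes were higher. The list means of the NP arrays, 0.53 to 0.64, all lay above those of LP replicates 4a (0.47) and 7c (0.05). As the highest NP array was 0.16 above LP replicate 4a, a lymph node remnant limited to NP samples is argued against as the source of most of the difference. A remnant in all samples but LP replicate 6a is not excluded, as LP replicates 4a and 7c would carry it too. In the paper, visible lymph nodes were removed from the glands. Without LP replicate 6a, whose list mean was -4.95, the difference was -0.31. Lymph node tissue left in the other samples and missing in that one may explain most of the difference. With camera the list had an adjusted p of 5.68e-08 at day 21. The difference of -0.62 at day 28, with every LP array below every NP array, is not covered by it, and an effect of the diet stays open.

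Cdkn1a was higher in LP rats at day 28 with 1 probe. Higher p53 activity is argued against, as the highest difference among 14 p53 targets was 0.22 (Plk2), and the list mean was -0.04. Higher glucocorticoid activity could be a cause, with a list of 13 targets 0.31 higher in LP rats (exact two-sided permutation test, p = 0.3). With 3 rats per group, and with the epithelial lists moving as well, it cannot be told apart from other differences between the tissues.

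Erbb2 at day 21 could be higher because the LP tissue held more epithelium. The luminal list was 0.88 higher in LP rats at day 21 (exact two-sided permutation test, p = 0.2), and with 3 rats per group this cannot be told apart from an effect on the gene itself. Over the arrays, the Erbb2 signal followed the luminal list, which does not hold Erbb2. Of 8 relations computed, probe A_64_P038817 had r = 0.95 over 12 arrays (permutation p = 6e-05, adjusted 0.00024) and rho = 0.88 (permutation p = 0.00033, adjusted 0.0026), and r = 0.94 without the 2 arrays farthest from the median. Within day 21 its r was 1.00 and its rho 1.00 (exact permutation p = 0.0014 and 0.0028, adjusted 0.0019 and 0.0056). Within day 28 its r was 0.84 (exact permutation p = 0.024, adjusted 0.027) and its rho 0.66 (exact permutation p = 0.18, adjusted 0.18). Probe A_64_P109493 had r = 0.91 and rho = 0.83 over 12 arrays (permutation p = 4e-05 and 0.0014), and r = 0.94 without the 2 farthest. Its r was 0.99 within day 21 (exact permutation p = 0.0014) and 0.65 within day 28 (exact permutation p = 0.13), with a rho of 0.71 at day 28 (exact permutation p = 0.14), so that for this probe the relation was not established within day 28. All tests were two-sided. A share of luminal epithelium that differs between samples may explain the Erbb2 values, given that the lower r of these probes within day 21 was 0.99. An effect of the diet on that share, or on Erbb2 itself, stays open.

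The marker lists were compared between LP and NP rats as means on the log2 scale, day 21 first. With camera, the luminal epithelial list was 0.88 and 0.59 higher (adjusted p 2.62e-09 and 0.000129) with 17 and 16 of 17 genes higher. The cell cycle list was 0.24 and 0.80 higher (adjusted p 0.0713 and 1.71e-10) with 26 of 26 genes higher on both days. At day 21 it was 0.08 without NP replicate 6a and 0.43 without NP replicate 4a. Over the arrays left out, its adjusted p in camera at day 21 ranged from 6.39e-05 to 0.647. At day 28 it was 0.15 without NP replicate 4f. The luminal list was 0.25 without the same array, and at day 21 it was 0.48 without LP replicate 6a. The basal epithelial list was 0.44 and 0.62 higher (adjusted p 0.133 and 0.0471), and at day 28 it was 0.10 (adjusted p 0.467) without NP replicate 4f. The kidney list was -0.35 and -0.23 (adjusted p 0.035 and 0.344), and at day 21 it was -0.14 without LP replicate 6a. The ERK-1/-2 targets were 0.32 and 0.05 higher (adjusted p 0.000635 and 0.428), with 12 and 8 of 14 genes higher, and at day 21 they were 0.16 (adjusted p 0.0903) higher without LP replicate 6a. The clock genes in phase with Dbp changed by 0.11 and -0.45 (adjusted p 0.222 and 0.0237) and those in the opposite phase by -0.15 and 0.43 (adjusted p 0.263 and 0.0103). The glucocorticoid targets were 0.12 and 0.31 higher (adjusted p 0.222 and 0.0103), and 0.15 at day 28 (adjusted p 0.415) without NP replicate 6f. None of these camera calls, nor that of the lymphocyte list, held under fry (lowest adjusted p 0.51 and 0.366) or with a correlation estimated from each list (lowest 0.481 and 0.544). Whether the differences between the days hold was not tested for the lists.

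Among the lists not called by camera at either day, the differences were -0.76 and 0.13 for liver, -1.08 and -0.26 for skeletal muscle, 0.66 and -0.13 for skin and hair, 0.29 and 0.40 for pancreas, -0.05 and 0.02 for adipocytes, -0.06 and -0.05 for brown fat, 0.51 and 0.61 for milk proteins, 0.35 and 0.20 for mesothelium, -0.10 and -0.16 for red cell precursors, -0.05 and -0.04 for p53 targets and 0.12 and 0.14 for TGF-β1 targets. The mean and the direction of camera differed in sign at day 28 for skeletal muscle, skin and hair, brown fat and p53 targets. The mean and the median of the genes differed in sign for skin and hair at day 28 (median 0.09), for mesothelium on both days (median -0.03 and -0.16) and for TGF-β1 targets at day 28 (median -0.02). The exact two-sided permutation p of the list means was 0.1, the smallest that 3 against 3 can give, for kidney, lymphocytes and pancreas at day 21 and for lymphocytes, the luminal list and both clock lists at day 28. Of 227 genes of the lists, 15 at day 21 and 11 at day 28 had an unadjusted p under 0.05, 0 had an adjusted p under 0.05 over all probes in limma, and 0 passed when adjusted over the list alone (lowest 0.352 and 0.507). The list of male genes had 1 gene on the arrays, with differences of 0.09 and -0.01 and its highest value, 1.04, on NP replicate 5f of day 28. The list of female genes had 0 genes on the arrays and was not tested.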
